# Characterization of transcriptional response of *Lactobacillus plantarum* under acidic conditions provides insight into bacterial adaptation in fermentative environments

**DOI:** 10.1038/s41598-020-76171-6

**Published:** 2020-11-05

**Authors:** Sera Jung, Jong-Hee Lee

**Keywords:** Microbiology, Molecular biology

## Abstract

Lactic acid bacteria (LAB) play an important role in kimchi fermentation by metabolizing raw materials into diverse metabolites. Bacterial adaptation is therefore a crucial element of fermentation. In this study, we investigated the transcriptional changes of *Lactobacillus plantarum* under acidic conditions to evaluate the elements of bacterial adaptation critical for fermentation. Differentially expressed genes (DEGs) have shown that transport function is primarily affected by acidic conditions. Five of the 13 significantly down-regulated genes and 7 of the 25 significantly up-regulated genes were found to have transport-related functions. We quantified the intracellular leucine content of bacteria grown at different pH ranges, determining that optimal bacterial leucine transport could be controlled by acidity during fermentation. Inhibition of *L. plantarum* growth was investigated and compared with other LAB at a pH range of 6.2–5.0. Interestingly, valinomycin inhibited *L. plantarum* growth from pH 6.2 to 5.0. This showed that *L. plantarum* had a wider range of transport functions than other LAB. These results suggested that *L. plantarum* had robust transport functions, and that this was the crucial factor for bacterial adaptation during fermentation.

## Introduction

Kimchi is a well-known fermented food mainly comprising salted cabbage, radish, ginger, garlic, and red pepper powder. Kimchi and fermented foods have been reported to have beneficial effects on health, and this is believed to be associated with probiotic lactic acid bacteria (LAB) and postbiotic fermented metabolites^1–4^.

A sour taste is one of the most characteristic features of kimchi, and is mainly caused by the production of organic acid during fermentation. The pH at the initial stage is around 6 and decreases to pH 4 at the fourth week of fermentation^5^. Lactic acid is most abundant organic acid involved in kimchi fermentation, and is produced by hetero- and homo-fermentative LAB^1^. The lactic acid content and composition could be affected by the pasteurization temperature and storage conditions^6,7^. The lactic acid content was approximately 50–70% of the total organic acid, and had a higher concentration when kimchi was stored at 10 °C than at 4 *°*C^7^.

Acidification is an important aspect of kimchi fermentation, as it prevents the growth of undesired bacteria. However, it also affects the dynamics of LAB during kimchi fermentation, due to the difference in acid tolerance among the LAB groups.

The genera *Leuconostoc*, *Weissella*, and *Lactobacillus* are the major groups of LAB involved in kimchi fermentation^1,5,8,9^. LAB contribute to the conversion of raw materials into the metabolites which confer the taste of fermented foods^10,11^. The process of kimchi fermentation and the mechanisms of lactic acid bacterial adaptation involved therefore need to be further characterized.

The genus *Lactobacillus* is the dominant group involved in kimchi fermentation, producing the lactic acid. *L. plantarum* is beneficial to both food fermentation and human health, and has been designated as a probiotic bacterium by the Korea Ministry of Food and Drug Safety (MFDS). *L. plantarum* has been reported to have diverse functionality. Antibacterial activity from *L. plantarum* was demonstrated to contribute to food preservation and safety^12–14^, and has been found to have probiotic features^15,16^. Further, *L. plantarum* prevents intestinal inflammatory disease by controlling cytokine expression^17^. It has also been isolated from a variety of sources, indicating versatile adaptation in diverse environments^18^. Bacterial transcriptional analysis provides insight on bacterial gene expression in diverse environmental conditions^18,19^.

Studies on *L. plantarum* transcription upon exposure to hydrogen peroxide and *p*-coumaric acid revealed up- and down-regulation of detoxification function and metabolic functions^18,20,21^. Gallic acid treatment increased the expression of transport-related genes and was correlated with the proton motive force (PMF) across the membrane^22^. Transcriptional analysis of *L. plantarum* adapted at different model such as pineapple and carrot juice, showed that 21–31% of the genes were differently expressed, depending on the plant niche and physiological state of the cell. In both the model systems, *L. plantarum* showed a large number of up-regulated genes that correspond to carbon and nitrogen metabolism^18^.

The gene expression of LAB under acidic conditions must therefore be characterized to evaluate bacterial adaptation and subsequent metabolite production. In this study, we analyzed *L. plantarum* gene expression under acidic conditions to identify and understand the important elements of their adaptation in fermentative environments.

## Results

### *L. plantarum* transcriptome analysis

Transcriptome data analysis was performed using FPKM (Reads Per Kilobase Million) values of the processed data. 

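RNA was sequenced from *L. plantarum* kept for 3 h in standard MRS (pH 6.2) or in MRS brought to pH 5.0 with lactic acid, with 2 libraries per pH. The sample labels add a pH 5.5 group of 2 libraries, for which the paper's text gives no expression result, and all 6 libraries entered the estimate of the spread between libraries. Ribosomal RNA was removed, a strand-specific kit was used, and the authors mapped single-end reads with Bowtie2 to the genome of WCFS1, a sequenced strain of the species. The authors gave expression as FPKM, which scales the reads of a gene to its length and to a read total of the library, for 3174 genes. The counting tool and its strand setting are not given in the sources used here. Low FPKM values were whole multiples of the value of 1 read when 50 bases were taken off the gene length (97.2% to 98.6% of them per library, within 0.15 reads). These steps give the read total to which the FPKM of each library were scaled. It was 16657800 and 17147250 at pH 6.2, 19606850 and 16408000 at pH 5.0, and 12796050 and 15243250 at pH 5.5. Nearly all of this total lay on the listed genes, so it may leave out mapped reads outside them. The authors' FPKM, not a table of counts, was the starting point of the tests here. Genes were compared with limma (a moderated test with a trend of the variance) on log2(FPKM + 1) over the 2625 genes with a mean FPKM of at least 1. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. Fold changes on this scale understate the change of genes with low FPKM. Nothing in the sources used here says that libraries of the same pH came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The median log2 fold change of all tested genes was 0.14 at pH 5.0 against pH 6.2, and a smaller rise than this lies below the middle gene. Scaling the libraries by the median ratio of their genes, called median-ratio scaling here, brings that median to 0 and was used as an alternative.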

The expression value was normalized to a z-score and hierarchial clustering was performed. 

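The most abundant transcript of every library was the RNA part of RNase P (lp_RNA02). It took 7.72% of the read total at pH 6.2, 8.7% at pH 5.5 and 7.54% at pH 5.0. The chaperone gene *groEL* took 4.42%, 3.83% and 3.76% in the same order, and the protease gene *clpE* took 3.23%, 3.35% and 2.37%. Among the other abundant transcripts, the glycolytic genes *gapB* and *fba* took 3.73% and 2.4% at pH 5.0, and the elongation factor gene *tuf* took 3.3%. Together the 20 most abundant features held 40.9% of the reads at pH 6.2, 41.6% at pH 5.5 and 38.5% at pH 5.0. Libraries of the same pH lay closer to each other than libraries of different pH. Pearson's r across genes was 0.9985 between both pH 6.2 libraries, 0.9986 at pH 5.0 and 0.9984 at pH 5.5, and 0.9807 to 0.989 between libraries of different pH. Genes are not independent replicates, so these values describe likeness only. The spread between the 2 libraries of a pH (root mean square over genes) was 0.11 on the log2 scale at pH 6.2, 0.099 at pH 5.0 and 0.104 at pH 5.5. It exceeded the sampling noise of the reads, with a chi-squared value per gene of 5.43 at pH 6.2, 3.64 at pH 5.0 and 1.48 at pH 5.5, where sampling noise alone gives 1. Among the genes of this check with the fewest reads (558, 499 and 635 genes) the excess was smaller, with 1.57, 1.39 and 1.15 in the same order.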

By means of gene enrichment analysis, we determined several different GO or KEGG terms and metabolic pathways that were enriched with significantly up-regulated and down-regulated genes (Enrichment with ENSG option with q < 0.04 with Ben. Ho. FDR). 

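The listed ribosomal protein genes rose together at pH 5.0, and the listed genes of fatty acid synthesis fell together. Supplementary Table S1 lists 51 ribosome genes, of which 50 were called higher at pH 5.0 than at pH 6.2, 0 were lower and 1 (*rpmD*, log2 fold change 0.10) was neither. The largest rise was that of *rpsD*, which encodes ribosomal protein S4, from 1086 ± 7.13 to 1995 ± 42.1 FPKM (SD, n = 2 libraries; log2 fold change 0.88, standard error 0.02, adjusted p = 1.18e-08 from limma). Next came *rplC* (0.69), *rplD* (0.65) and *rplS* (0.62) of the large subunit. The median over the 51 genes was 0.41, and with median-ratio scaling it was 0.25, with 43 genes higher and 0 lower. All 12 genes listed for fatty acid biosynthesis were lower, with a median of -0.27 (-0.42 with median-ratio scaling). Among them, the enoyl reductase gene *fabI* had 336 ± 4.91 FPKM at pH 5.0 and 426 ± 0.658 at pH 6.2 (SD, n = 2; log2 fold change -0.34, standard error 0.03, adjusted p = 4.72e-06 from limma). The acetyl-CoA carboxylase gene *accD2* (-0.32), *fabZ2* (-0.32) and *fabD* (-0.31) were lower to about the same extent. Of the 32 ABC transporter genes listed, 14 were lower, 0 were higher and 18 were neither, with a median of -0.26, and with median-ratio scaling 24 were lower and the median was -0.40. The maltodextrin transporter gene *msmX* (-0.88, adjusted p = 0.0069 from limma), read at only 1.18 and 3.00 FPKM, was no longer called without pH 5.0 library A (-0.71, adjusted p = 0.0528), while *lp_2077* had -0.69 (standard error 0.10, adjusted p = 0.000282 from limma).
The 54 genes listed for purine metabolism split, with 29 higher, 15 lower and 10 neither. With median-ratio scaling 16 were higher and 22 lower. Their median log2 fold change was 0.12 and turned to -0.03 with that scaling. Adjusted over the list alone, 30 purine genes were higher and 15 lower, and for the other 3 groups these counts were as over all genes. The set test camera of limma, with a preset correlation of 0.01, compared each group with all other tested genes. It called the ribosome genes higher (adjusted p = 7.52e-10; adjusted p = 0.303 with an estimated correlation) and the fatty acid genes lower (adjusted p = 9.72e-09; adjusted p = 0.17 with an estimated correlation). The ABC transporter genes were called lower (adjusted p = 6.09e-09; adjusted p = 0.303 with an estimated correlation). For purine metabolism the test pointed down although the median was above 0 (adjusted p = 0.664; adjusted p = 0.686 with an estimated correlation). The study chose these 4 lists on the same samples, so the counts and set tests are not independent evidence. Supplementary Table S1 heads the ABC transporter and fatty acid lists as parts of larger KEGG totals. Their common direction thus does not speak for all genes of these terms.

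**Figure D1:**
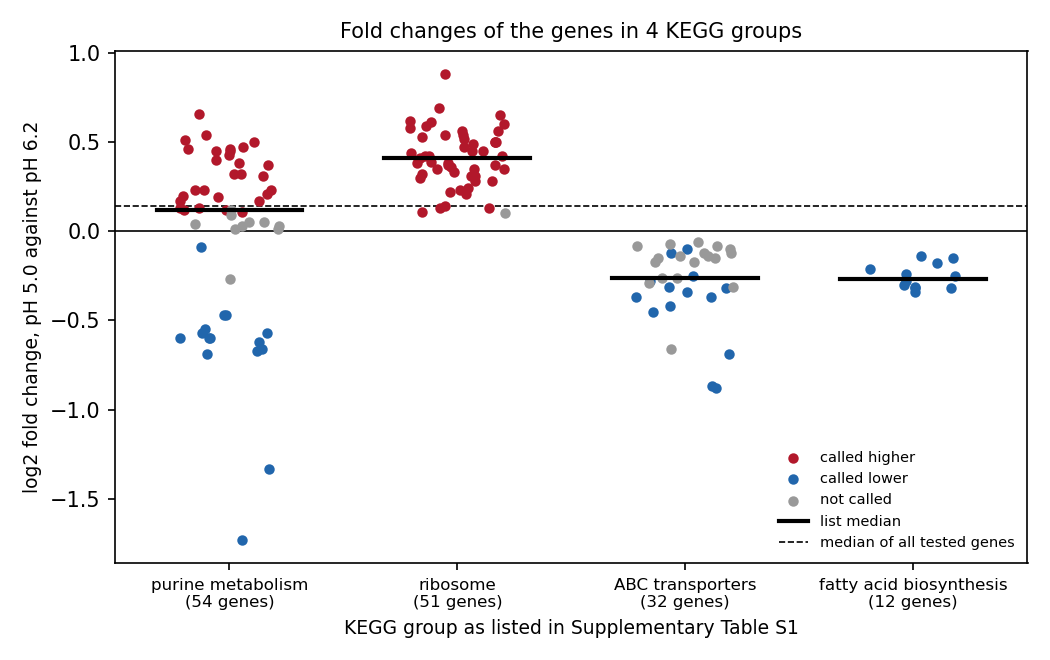
Log2 fold change at pH 5.0 against pH 6.2 (vertical axis) of each gene in the 4 KEGG groups of Supplementary Table S1 (horizontal axis). Each point is 1 gene, coloured by its call, thick lines mark the list medians and the dashed line marks the median of all tested genes (0.14). The ribosome genes lie above 0 and the ABC transporter and fatty acid genes below 0, while purine genes lie on both sides, between -1.73 and 0.66.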

The KEGG categorical enrichment showed an increase of purine and ribosomes, while fatty acid biosynthesis and ABC transport function were down-regulated (Fig. 1, Supplementary Table S1). Genes were considered differentially expressed when the pH was 5.0 vs. standard MRS (pH 6.2) and the Log2FC value was > 1 or <  − 1. 

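At pH 5.0 the largest rise against pH 6.2 was that of *cblB*, of cysteine and methionine metabolism, and the largest fall that of the manganese transporter gene *mntH3*. The 10 genes with the largest rise, among those with both pH 5.0 libraries above both pH 6.2 libraries, were *cblB*, *cbs*, *cysE*, *lp_0302*, *lp_3421*, *lp_0783*, *copB*, *lp_3014*, *lp_2845* and *lp_0018*. The muropeptidase gene *lp_3421*, whose product cuts cell wall peptides, rose from 112 ± 6.73 to 890.4 ± 19.1 FPKM (SD, n = 2; log2 fold change 2.99, standard error 0.04, adjusted p = 2.77e-10 from limma). The 10 genes with the largest fall were *mntH3*, *lp_2993*, *guaC*, *lp_2994*, *dapA2*, *xpkA*, *purA*, *mapB*, *lp_3278* and *araT2*. The phosphoketolase gene *xpkA*, whose product splits sugar phosphates, had 536 ± 1.55 FPKM at pH 5.0 and 1391 ± 20.2 at pH 6.2 (SD, n = 2; log2 fold change -1.37, standard error 0.02, adjusted p = 3.20e-10 from limma). A gene of unknown function, *lp_2994*, had 2151 ± 148 and 6109 ± 50.4 FPKM (log2 fold change -1.51, standard error 0.04, adjusted p = 1.16e-08 from limma). For *dapA2*, which encodes a dihydrodipicolinate synthase, the values were 38.8 ± 1.48 and 106 ± 2.16 FPKM (log2 fold change -1.43, standard error 0.06, adjusted p = 9.71e-08 from limma). Over all tested genes, 39 had a log2 fold change above 1 and 11 had one below -1, of which 38 and 11 were also called at an adjusted p under 0.05. With median-ratio scaling 26 genes lay above 1 and 12 below -1.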

DEG analysis demonstrated that gene expression increased for 25 genes and decreased for 13 genes (Table 1).

**Figure 1:**
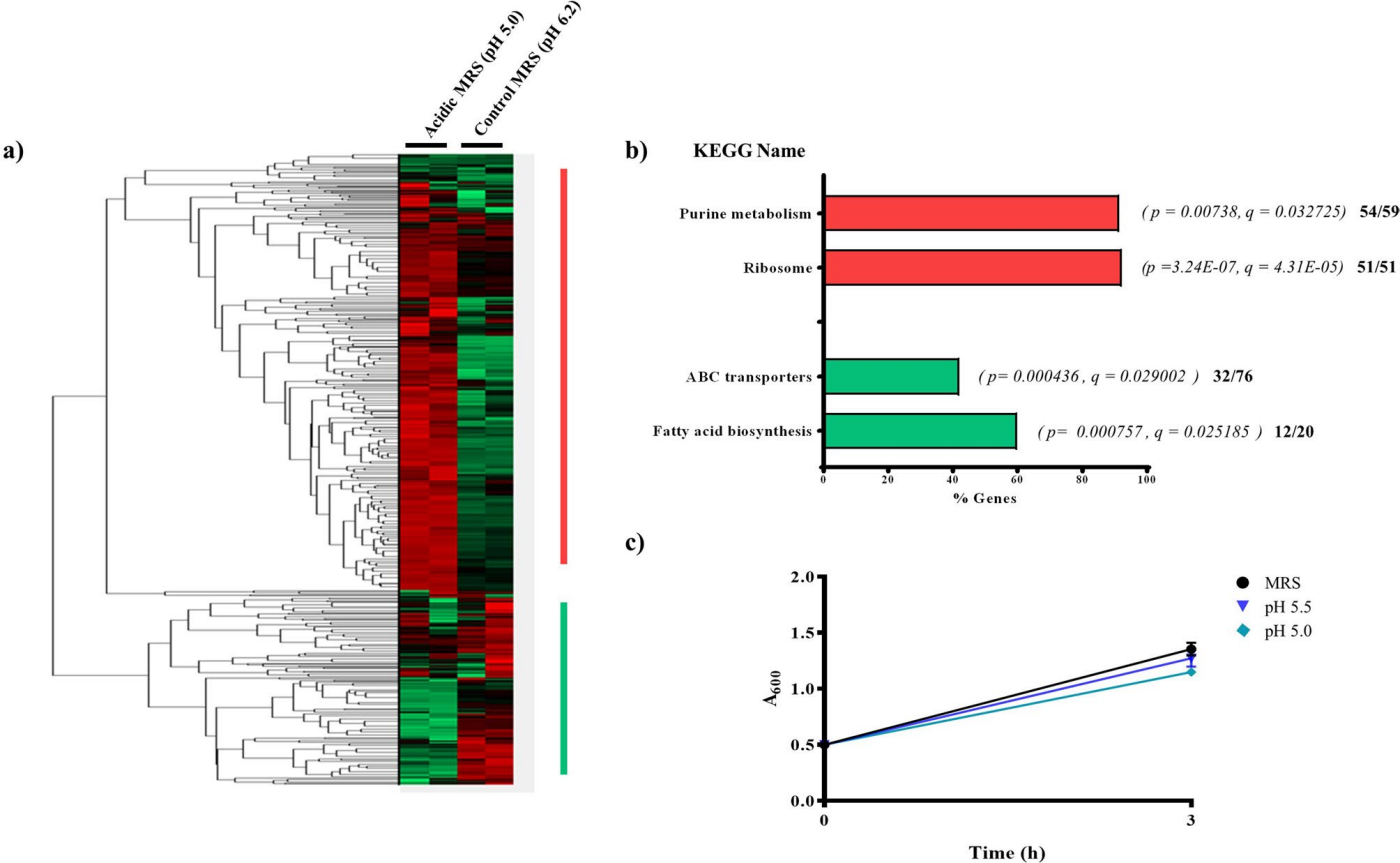
Transcriptome data analysis. The bacteria were cultivated for standard MRS (pH 6.2) and acidic MRS adjust pH 5.0 with lactic acid for 3 h, respectively. The heatmap was generated using the z-score value of the transcriptome (**a**). The categorically annotated Kyoto Encyclopedia of Genes and Genomes (KEGG) data have been presented as a bar graph, and the genes have been represented in the supplementary data. Genes by functional categories that were up-regulated (red) and down-regulated (green) in the acidic conditions (**b**). The growth of bacteria under acidic conditions was spectrophotometrically monitored at A600 nm (**c**). The brackets represent *p* and FDR (q) values and the genes are listed in Supplementary Table S1.

**Table 1:** Genes differentially expressed at the transcriptional level under acidic conditions.

Gene Name	log2FC	p-value	FDR	Description	ENSG gene ID	Protein name	eggNOG.ID	KEGG.ID
*lp_0018*	1.75	1.18E−27	3.00E−26	Oligopeptide ABC transporter	lp_0018	F9US48	COG4166	K02035
*cysE*	3.18	9.45E−87	1.47E−84	Serine acetyltransferase	lp_0254	F9UT52	COG1045	K00640
*cblB*	3.69	3.13E−95	5.15E−93	Cystathionine beta-lyase	lp_0255	F9UT53	COG0626	K01760
*cbs*	3.45	1.28E−70	1.41E−68	Cystathionine beta-synthase	lp_0256	F9UT54	COG0031	K01738
*pnuC1*	1.64	2.38E−218	8.95E−216	Nicotinamide mononucleotide transporter	lp_0259	F9UT56	COG3201	K03811
*treA*	1.20	0.00109	0.005036	Trehalose-6-phosphate hydrolase	lp_0263	F9UT60	COG0366	K01226
*pts4ABC*	1.38	2.08E−08	1.88E−07	PTS system, trehalose-specific IIBC component	lp_0264	F9UT61	COG2190	K02757
*lp_0302*	3.20	2.46E−64	2.09E−62	Extracellular transglycosylase	lp_0302	F9UTQ7	NOG102536	K01185
*lp_0304*	1.60	5.83E−32	1.85E−30	Extracellular transglycosylase	lp_0304	F9UTQ8	NOG62861	K01185
*lp_0783*	2.61	1.48E−116	3.01E−114	Oligopeptide ABC transporter	lp_0783	F9UM05	COG4166	K15580
*pyrD*	1.11	1.66E−29	4.61E−28	Dihydroorotate dehydrogenase	lp_2699	F9URI1	COG0167	K17828
*pyrAB*	1.19	2.37E−26	5.73E−25	Carbamoyl-phosphate synthase	lp_2700	F9URI2	COG0458	K01955
*pyrAA*	1.49	1.70E−30	5.17E−29	Carbamoyl-phosphate synthase	lp_2701	F9URI3	COG0505	K01956
*pyrC*	1.54	8.42E−30	2.39E−28	Dihydroorotase	lp_2702	F9URI4	COG0044	K01465
*pyrB*	1.65	8.95E−29	2.38E−27	Aspartate carbamoyltransferase	lp_2703	F9URI5	COG0540	K00609
*pyrR1*	1.16	5.56E−64	4.58E−62	Pyrimidine operon regulatory protein	lp_2704	F9URI6	COG2065	K02825
*lp_2809*	1.59	1.68E−29	4.62E−28	Extracellular protein	lp_2809	F9URS2	–	–
*lp_2810*	1.73	5.17E−13	7.14E−12	Glycosyl hydrolase	lp_2810	F9URS3	NOG68375	K07273
*lp_3014*	2.51	8.45E−15	1.31E−13	Extracellular transglycosylase	lp_3014	F9USE1	NOG62861	K18718
*lp_3050*	1.99	7.77E−02	2.08E−01	Extracellular transglycosylase	lp_3050	F9USH2	NOG102536	K01238
*copA*	1.23	0.05242	0.150308	Copper transporting ATPase	lp_3055	F9USH5	NOG150102	–
*lp_3177*	1.09	0.007399	0.028166	Hypothetical membrane protein	lp_3177	F9UT90	COG2217	K17686
*lp_3178*	1.20	0.004248	0.017189	Extracellular protein	lp_3178	F9UT91	NOG111565	–
*copB*	2.51	2.27E−42	1.09E−40	Copper transporting ATPase	lp_3363	F9UU49	COG2217	K01533
*lp_3421*	2.86	9.32E−271	6.15E−268	gamma-D-glutamate-meso-diaminopimelate muropeptidase	lp_3421	F9UUA0	COG0791	K18718
*mapB*	− 1.50	3.68E−08	3.19E−07	Maltose phosphorylase	lp_0181	F9USZ3	COG1554	K00691
*mtsC*	− 1.25	0.000367	0.001885	Manganese ABC transporter	lp_1095	F9UMQ9	COG1121	K11706
*aroI*	− 1.07	0.368778	0.641246	Shikimate kinase	lp_2033	F9UPZ0	COG0703	K00891
*cps4E*	− 1.34	0.128582	0.307524	Polysaccharide biosynthesis	lp_2104	F9UQ51	COG2148	K03606
*araT2*	− 1.36	3.09E−10	3.38E−09	Aminotransferase	lp_2684	F9URG9	COG0436	K00841
*livA*	− 1.24	0.10631	0.266582	Branched-chain amino acid ABC transporter	lp_2985	F9USB7	COG0683	K01999
*mntH3*	− 2.38	9.35E−223	4.11E−220	Manganese transport protein	lp_2992	F9USC2	COG1914	K03322
*lp_2993*	− 2.35	3.11E−243	1.64E−240	Nucleotide-binding protein	lp_2993	F9USC3	COG0589	–
*lrgA*	− 1.15	6.03E−06	4.09E−05	Murein hydrolase export protein	lp_3254	F9UTF1	NOG101785	K05338
*purA*	− 1.48	3.87E−31	1.20E−29	Adenylosuccinate synthetase	lp_3270	F9UTG3	COG0104	K01939
*guaC*	− 1.88	1.04E−41	4.67E−40	GMP reductase	lp_3271	F9UTG4	COG0516	K00364
*lp_3278*	− 1.47	0.000514	0.002559	Amino acid transport protein	lp_3278	F9UTG8	COG0531	K03294
*dapA2*	− 1.59	6.43E−19	1.18E−17	hydroxy-tetrahydrodipicolinate synthase	lp_2685	F9URH0	COG0329	K01714

Fold change in gene expression of group exposed to acidic conditions was calculated by edgeR R package. The minus symbol signifies down-regulation.

The following genes with amine biosynthetic functions were significantly up-regulated: alanine, aspartate metabolism (*pyrAA*), and amino acid metabolism-related genes (*cblB*, *cbs*, *cysE*); PTS system genes (*pts4ABC*); extracellular transglycosylase genes (*lp_0302*, *lp_0304*, *lp_3014*, *lp_3050*); oligo-peptide ABC transporter genes (*lp_0018*, *lp_0783*); nicotinamide nucleotide transporter genes (*pnuC1*); copper transporting ATPase genes (*copA*, *copB*); and carbamoyl phosphatase genes (*pyrAB*, *pyrAA*, *pyrC*). 

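The largest rises at pH 5.0 against pH 6.2 were those of 3 adjacent genes of cysteine synthesis, *cysE*, *cblB* and *cbs*, which lie on the minus strand of the WCFS1 chromosome between 229064 and 231679. The serine acetyltransferase gene *cysE* rose from 25.1 ± 3.40 to 252 ± 0.269 FPKM (SD, n = 2; log2 fold change 3.28, standard error 0.08, adjusted p = 4.34e-09 from limma). The cystathionine beta-lyase gene *cblB* rose from 17.0 ± 2.14 to 243 ± 6.68 FPKM (log2 fold change 3.77, standard error 0.08, adjusted p = 2.00e-09 from limma), and the synthase gene *cbs* from 15.7 ± 2.06 to 189.6 ± 4.12 FPKM (log2 fold change 3.52, standard error 0.09, adjusted p = 6.05e-09 from limma). Of 11 tested genes of cysteine and methionine metabolism, 6 were higher, 0 were lower and 5 were neither, also when adjusted over the list alone. The methionine synthase gene *metH* (0.50) followed at a distance, and with median-ratio scaling 5 genes of this list were higher and 3 lower, with a median of 0.12. Camera gave no call for this list (median 0.28, adjusted p = 0.0877; adjusted p = 0.37 with an estimated correlation).
Genes of pyrimidine synthesis rose. All but *pyrH* (0.01) of 12 tested genes of this pathway were higher, and adjusted over the list alone 11 were higher and 0 lower. With median-ratio scaling 11 were higher and *pyrH* was lower. This list shares genes with Table 1, which the study chose on these samples and which was known when the list was written. The same holds for the lists of cysteine and methionine metabolism and of oligopeptide and manganese uptake. Counts and set tests of these lists are thus not independent evidence. The aspartate carbamoyltransferase gene *pyrB* rose from 51.1 ± 3.83 to 177 ± 2.14 FPKM (SD, n = 2; log2 fold change 1.77, standard error 0.05, adjusted p = 1.18e-08 from limma). Both subunit genes of carbamoyl phosphate synthase rose, *pyrAA* from 71.2 ± 0.94 to 219 ± 5.14 FPKM (log2 fold change 1.61, standard error 0.03, adjusted p = 2.22e-09 from limma) and *pyrAB* from 106 ± 0.177 to 265 ± 5.03 FPKM (log2 fold change 1.32, standard error 0.03, adjusted p = 3.42e-09 from limma). The dihydroorotase gene *pyrC* had a log2 fold change of 1.66 (standard error 0.05, adjusted p = 1.18e-08 from limma). The list median was 1.19 (camera, adjusted p = 6.65e-06; adjusted p = 0.137 with an estimated correlation).
Of 9 genes for uptake of oligopeptides, 8 were higher, 0 were lower and *lp_3686* (-0.08) was neither, also when adjusted over the list alone. The genes of 2 binding proteins rose most, *lp_0783* from 62.6 ± 2.17 to 419 ± 0.94 FPKM (SD, n = 2; log2 fold change 2.73, standard error 0.04, adjusted p = 2.77e-10 from limma) and *lp_0018* from 42.0 ± 1.34 to 156 ± 4.34 FPKM (log2 fold change 1.87, standard error 0.05, adjusted p = 5.55e-09 from limma). The *oppA* gene rose from 393 ± 9.17 to 661 ± 3.85 FPKM (log2 fold change 0.75, standard error 0.03, adjusted p = 4.26e-08 from limma), and *oppB* had a log2 fold change of 0.64. The list median was 0.59 (camera, adjusted p = 0.00351; adjusted p = 0.305 with an estimated correlation). The nicotinamide nucleotide transporter gene *pnuC1* rose from 419 ± 8.92 to 1436 ± 19.2 FPKM (log2 fold change 1.77, standard error 0.03, adjusted p = 2.77e-10 from limma).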

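Most genes for uptake of manganese were lower at pH 5.0, *mntH3* by the most. This gene (2662014 to 2663606 on the WCFS1 chromosome) fell from 797 ± 13.1 to 168 ± 2.05 FPKM (SD, n = 2; log2 fold change -2.24, standard error 0.03, adjusted p = 1.10e-10 from limma). The next gene, *lp_2993*, encodes a universal stress family protein and overlaps *mntH3* by 1 base at position 2663606, so reads at the junction may count for either. It fell from 885 ± 11.1 to 190.0 ± 4.50 FPKM (log2 fold change -2.21, standard error 0.03, adjusted p = 1.10e-10 from limma). Of 6 manganese uptake genes, 5 were lower and *mntH1* was higher (187 ± 4.07 to 271 ± 1.33 FPKM, log2 fold change 0.53, standard error 0.03, adjusted p = 6.64e-07 from limma), also when adjusted over the list alone. In the manganese ABC transporter, *mtsC* fell from 24.4 ± 1.63 to 11.2 ± 1.75 FPKM (log2 fold change -1.07, standard error 0.12, adjusted p = 5.90e-05 from limma) and *mtsB* from 28.7 ± 1.55 to 18.5 ± 0.283 FPKM (log2 fold change -0.60, standard error 0.08, adjusted p = 0.000121 from limma). The list median was -0.52 (camera, adjusted p = 0.00249; adjusted p = 0.17 with an estimated correlation).
The maltose phosphorylase gene *mapB* fell from 44.2 ± 3.36 to 17.0 ± 0.849 FPKM (SD, n = 2; log2 fold change -1.32, standard error 0.09, adjusted p = 2.31e-06 from limma). The amino acid transporter gene *lp_3278* fell from 18.0 ± 0.219 to 7.04 ± 0.714 FPKM (log2 fold change -1.24, standard error 0.12, adjusted p = 2.36e-05 from limma), and the aminotransferase gene *araT2* from 67.5 ± 1.83 to 28.8 ± 1.45 FPKM (log2 fold change -1.20, standard error 0.07, adjusted p = 8.38e-07 from limma). Of 5 genes for uptake of branched-chain amino acids, only *livA* was lower, also when adjusted over the list alone. The other members *livC* (-0.26, adjusted p = 0.183 from limma), *livB* (-0.20, adjusted p = 0.418), *livD* (-0.14, adjusted p = 0.34) and *livE* (-0.09) were neither. The median over these 5 genes was -0.20, or -0.32 with median-ratio scaling (camera, adjusted p = 0.0658; adjusted p = 0.37 with an estimated correlation).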

Genes denoting maltose phosphorylase (*mapB*), manganese transport (*mntH3*), amino acid transport protein (*lp_32*78), amine transport, ABC transporter (*livA*), manganese ABC transporter (*mtsC*), and glycosylphosphotransferase (*cps4E*) were significantly down-regulated (Table 1). The results of transcriptome analysis were validated using quantitative RT-PCR (Fig. 2). The KEGG functional category was annotated into the data and deposited in NCBI (GEO series accession number GSE143834).

**Figure 2:**
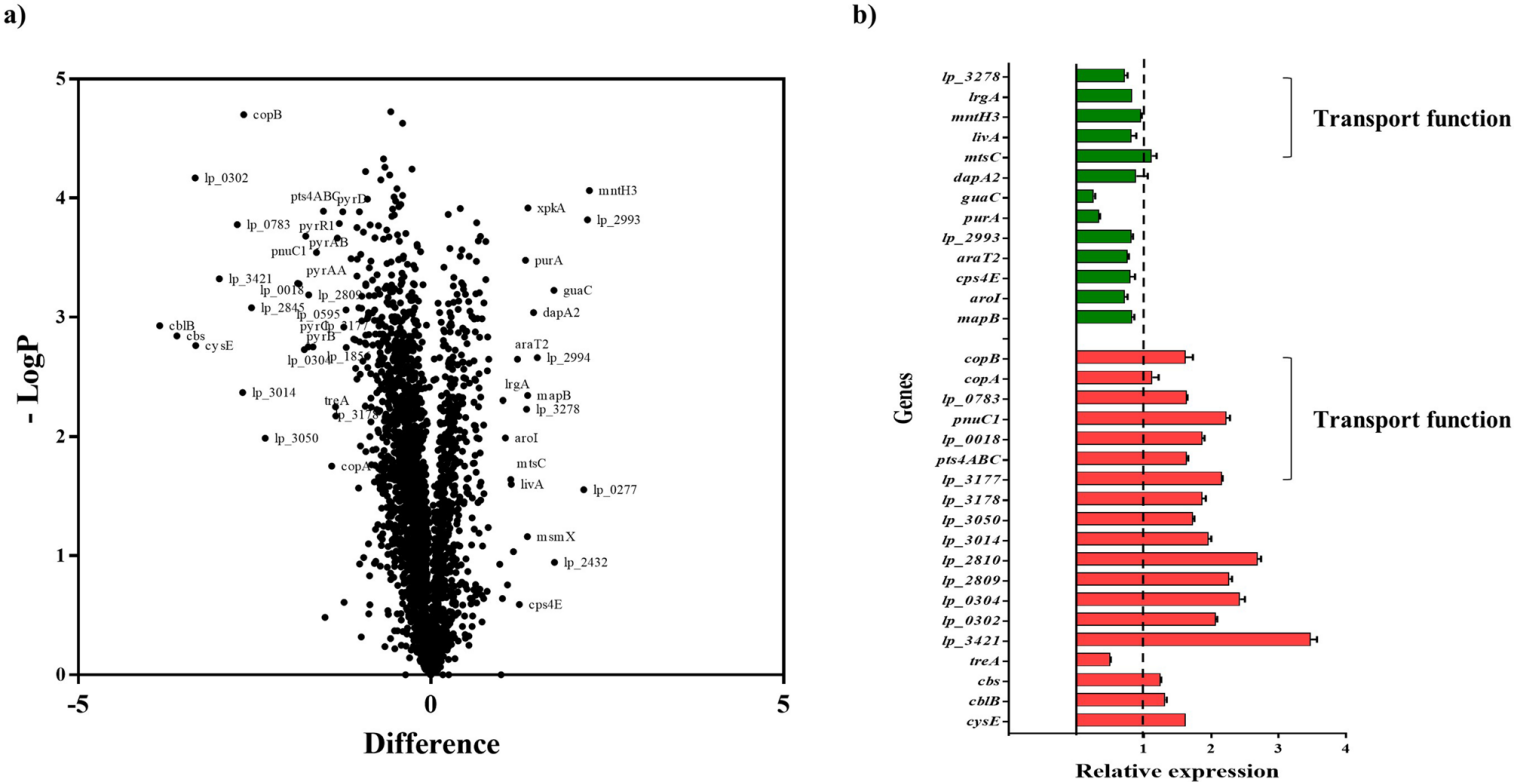
Volcano plot of differentially expressed genes under acidic conditions and qRT-PCR quantification. The volcano plot was generated with the difference in gene expression vs. the *p*-value (**a**). Gene expression was quantified using real-time RT-PCR. The relative expression was calculated by ΔΔC_T_ method (**b**). The red and green bars represent the up-regulated and down-regulated genes, respectively.

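All 25 genes that Table 1 gives as increased were called higher at pH 5.0, and all 13 that it gives as decreased were called lower. Of these, 25 and 9 also lay past 2-fold. The median log2 fold change was 1.72 over the 25 genes (camera, adjusted p = 1.38e-11; adjusted p = 0.212 with an estimated correlation) and -1.24 over the 13 (camera, adjusted p = 1.38e-11; adjusted p = 0.17 with an estimated correlation). Adjusted over each list alone the counts were as over all genes, and since the study chose both lists on these samples they are not independent evidence. The extracellular protein gene *lp_3178* rose from 7.33 ± 0.735 to 18.6 ± 0.771 FPKM (SD, n = 2; log2 fold change 1.24, standard error 0.12, adjusted p = 1.93e-05 from limma). Outside Table 1, 14 genes had a log2 fold change above 1, of which 13 were called and 2 lay above 1 with median-ratio scaling, and 2 genes had one below -1, both called. The genes named from here to the end of the paragraph were chosen after their values were seen. The permease gene *lp_0595* had a log2 fold change of 1.20 (standard error 0.04, adjusted p = 1.62e-08 from limma). Adjacent genes for modification of tRNA, *trmE* and *gidA*, rose from 165 to 341 and from 171 to 353 FPKM (log2 fold change 1.04 for each). The pyrimidine genes *pyrF* (1.13) and *pyrE* (1.04), of the same run of genes as *pyrB*, also rose.
At an adjusted p under 0.05 from limma, 1685 of the 2625 tested genes were called, 1266 higher and 419 lower. Without adjustment 1755 genes had a p under 0.05. With median-ratio scaling 769 genes were higher and 712 lower, so the larger share of higher genes depends on the scaling. That scaling brings the median of all genes to 0 and so evens the counts by design. It cannot test whether the larger share is real. All 769 and all 419 of the smaller sets were called the same way with both scalings, and 10 genes were called in opposite directions. Such nesting largely follows from a shift that is nearly the same for every gene, so it is no separate check.

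**Figure D2:**
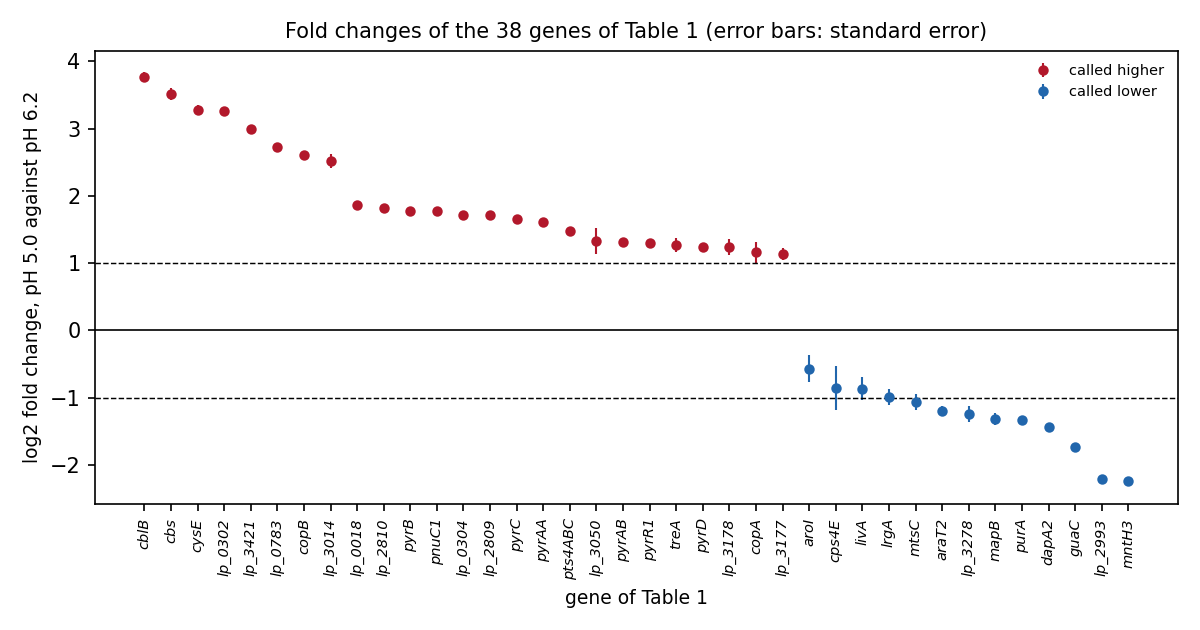
Log2 fold change at pH 5.0 against pH 6.2 (vertical axis) of the 38 genes of Table 1 (horizontal axis), with the standard error from limma as bars and the 2-fold limits as dashed lines. The increased genes run from 3.77 for *cblB* to 1.14 for *lp_3177*, and *aroI*, *cps4E*, *livA* and *lrgA* lie between -1 and 0.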

### Effect of transport inhibitor on bacterial growth in acidic conditions

In order to investigate its transport function, *L. plantarum* growth was monitored and compared between different acidic conditions ranging from pH 6.2 to 5.0. The ABC transport inhibitor valinomycin was added to the culture and bacterial growth was monitored. Valinomycin has been reported to inhibit ABC-type transport in bacteria^23^. *L. plantarum* growth was reduced by addition of 5–20 µg/ml of valinomycin and inhibited by 40 µg/ml of valinomycin (Fig. 3a). To evaluate the effect of acidity on bacterial nutrient uptake, the intracellular leucine content was monitored at different pH values in accordance with bacterial growth with 10 µg/ml of valinomycin. Leucine is an auxotrophic amino acid for *L. plantarum*, and it is known to be transported by ABC-type transport into the intracellular space^24–26^.

**Figure 3:**
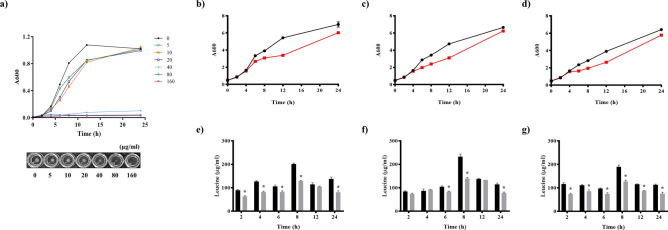
Effect of valinomycin on *L. plantarum* growth and intracellular leucine content under different acidic conditions. The effect of valinomycin on the growth of *L. plantarum* was measured spectrophotometrically at 600 nm and visibly monitored (**a**). *L. plantarum* was cultivated with 0, 5, 10, 20, 40, 80, or 160 μg/ml valinomycin. The *L. plantarum* growth and intracellular leucine content was determined at pH 6.2 (**b**,**e**), pH 5.5 (**c**,**f**), and pH 5.0 (**d**,**g**), respectively. The red line and grey bar indicate the presence of 10 µg/ml valinomycin (*p < 0.05).

*Lactobacillus plantarum* growth was mostly affected by the addition of valinomycin. However, growth was restored at the later growth stage (Fig. 3b–d). The intracellular leucine content was at its maximum at 8 h of culture (189.3 ± 7.5–232.7 ± 11.0 µg/ml), and was found to be 232.7 ± 11.0 µg/ml at pH 5.5. This concentration is 201.0 ± 4.0 µg/ml in MRS or 189.3 ± 7.5 µg/ml at pH 5.0, despite higher growth in MRS than at pH 5.5. The addition of valinomycin significantly decreased the intracellular leucine content at all pH ranges (*p* < 0.05).

Valinomycin addition decreased the intracellular leucine content by 23–40%. In MRS (pH 6.2), the leucine content was decreased by 23.2% at 6 h and 35.5% at 8 h. Minimum intracellular leucine inhibition was detected in media with pH 5.5, with a 12.3% and 20.5% decrease detected at 2 h and 6 h, respectively (Fig. 3e–g). This inhibition was lower than that in MRS or pH 5.0 media. Next, we compared the growth inhibition between other LAB. Bacterial growth and inhibition upon valinomycin treatment was compared with *Lactobacillus brevis*, *Pediococcus pentosaceus*, *Leuconostoc lactis*, *Lactobacillus sakei*, *Leuconostoc mesenteroides*, and *Weissella confusa* and showed the growth reduction at 5–20 µg/ml and the growth inhibition at 40 µg/ml concentration (Supplementary Fig. S1). Interestingly, the LAB showed different degrees of inhibition in the presence of valinomycin. There was no difference in *L. brevis* and *W. confusa* growth in the presence of valinomycin. Interestingly*,* the growth of *L. sakei* was slightly inhibited by valinomycin at a lower pH (pH 5.5–5.0) (Fig. 4).

**Figure 4:**
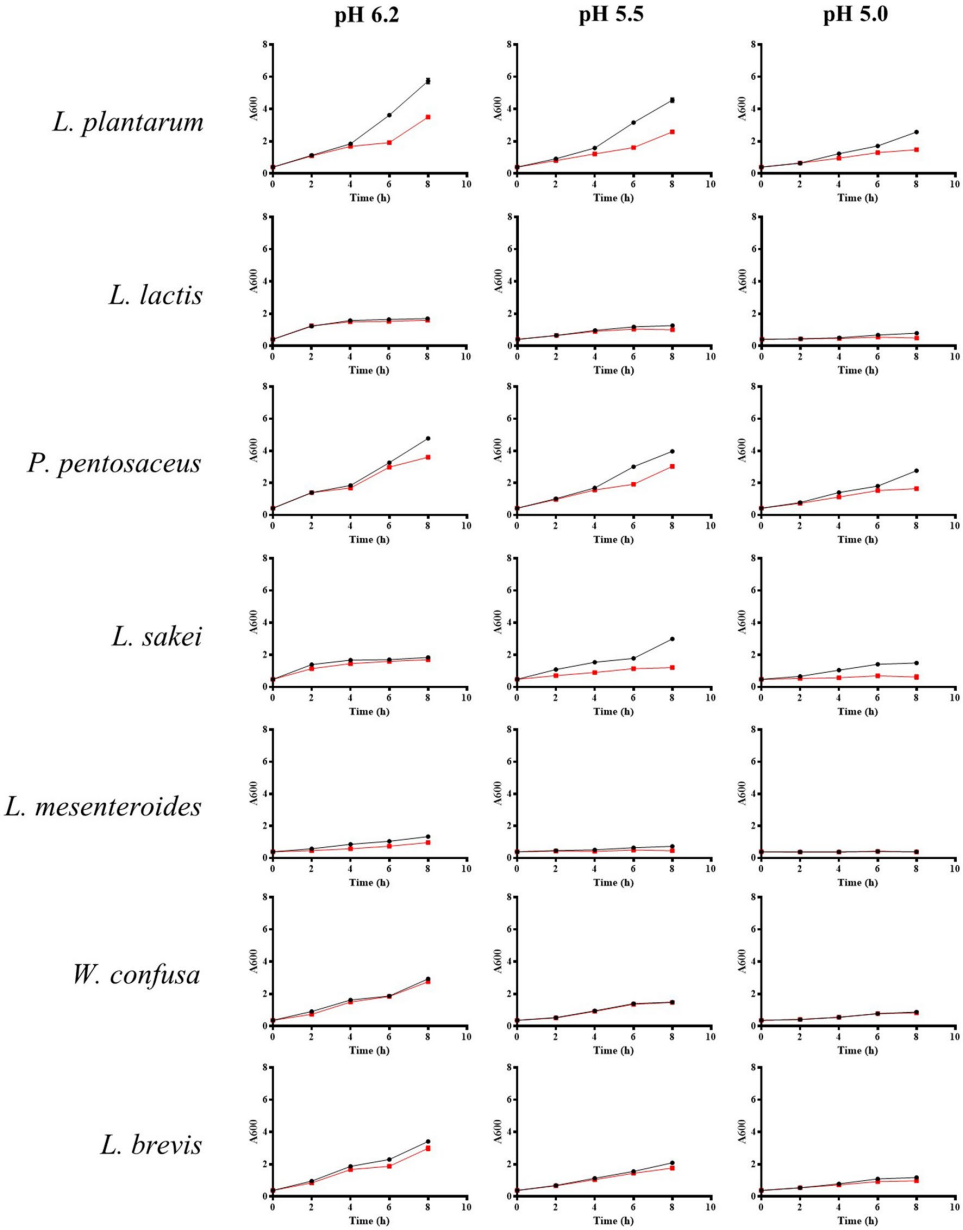
Lactic acid bacteria growth under different acidic conditions in the presence of valinomycin. Bacterial was cultivated in MRS media, and the pH was adjusted with lactic acid. Bacterial growth was monitored spectrophotometrically at 600 nm. The red line indicates the addition of valinomycin to the culture (10 µg/ml).

## Discussion

*Lactobacillus plantarum* is a facultative hetero-fermentative gram-positive bacterium. It is an extremely versatile LAB, and has been isolated from the gastrointestinal tract, meat, fish, raw and fermented products^27^. *L. plantarum* has one of the largest genomes among LAB, but analysis of its genome sequence has demonstrated that it does not show evolved traits specializing the gene for specific environments^28^.

An acidic environment is the most common element observed during fermentation. This contributes to inhibition of undesired bacterial growth, which is usually pathogenic and disrupts fermentation. However, acidic conditions also affect the adaptation of LAB. For example, *Lactobacillus rhamnosus* GG modulates its pyruvate metabolism depending on the growth pH, and possesses amino acid transport and adhesion-related genes^29^.

Previous report showed that the pH changes from pH 6 to pH 4 during the fourth week of fermentation. The pH in the kimchi was dramatically decreased at the first week, as it lowered from pH 6 to pH 5 due to the sharp increase of the LAB^5,30^. So this periods are important for the bacterial adaption.

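Genes that build purines from small precursors fell at pH 5.0, in contrast to the ribosomal protein genes. Of 16 genes of de novo purine synthesis, 13 were lower and 3 were higher, also when adjusted over the list alone, and with median-ratio scaling 13 were lower and 2 higher. Adenylosuccinate synthase (*purA*) and GMP reductase (*guaC*) have adjacent genes on the WCFS1 chromosome, from 2910391 to 2912700. Expression of *guaC*, which lies outside this list, fell from 195 ± 5.20 to 58.3 ± 1.87 FPKM (SD, n = 2; log2 fold change -1.73, standard error 0.03, adjusted p = 1.14e-09 from limma) and that of *purA* from 203 ± 4.76 to 79.9 ± 0.382 FPKM (log2 fold change -1.33, standard error 0.03, adjusted p = 2.22e-09 from limma). Falls were smaller in *purN*, from 50.3 ± 2.69 to 30.8 ± 2.96 FPKM (log2 fold change -0.69, standard error 0.07, adjusted p = 1.93e-05 from limma), and in *purB*, from 76.3 ± 1.56 to 47.5 ± 1.75 FPKM (log2 fold change -0.67, standard error 0.04, adjusted p = 1.06e-06 from limma). The 3 higher genes were *guaB*, from 302 ± 1.92 to 572 ± 11.5 FPKM (log2 fold change 0.92, standard error 0.03, adjusted p = 1.18e-08 from limma), the GMP synthase gene *guaA* (0.43) and *purK2* (0.17), which was not called with median-ratio scaling. The median over the 16 genes was -0.59 (camera, adjusted p = 5.71e-07; adjusted p = 0.137 with an estimated correlation).
Genes for charging tRNA with amino acids rose with the ribosomal protein genes. Of 22 aminoacyl-tRNA synthetase genes, 18 were higher, *serS2* (-0.07) was lower and 3 were neither, also when adjusted over the list alone. With median-ratio scaling 11 were higher and 3 lower, and the median was 0.14. The tyrosine enzyme's gene *tyrS* rose from 47.0 ± 0.375 to 95.4 ± 2.64 FPKM (SD, n = 2; log2 fold change 1.01, standard error 0.05, adjusted p = 5.78e-07 from limma), and the leucine enzyme's gene *leuS* from 315 ± 2.83 to 529 ± 1.71 FPKM (log2 fold change 0.74, standard error 0.02, adjusted p = 2.98e-08 from limma). The list median was 0.29 (camera, adjusted p = 0.00226; adjusted p = 0.351 with an estimated correlation). Both genes for cyclopropane fatty acids, which modify finished membrane lipids, were higher while the listed genes of fatty acid synthesis were lower. These were *cfa1*, from 86.0 ± 2.72 to 130.0 ± 0.141 FPKM (log2 fold change 0.59, standard error 0.04, adjusted p = 4.01e-06 from limma), and *cfa2*, from 567 ± 13.3 to 750.1 ± 9.79 FPKM (log2 fold change 0.40, standard error 0.03, adjusted p = 1.58e-06 from limma). Camera gave no call for this pair (median 0.50, adjusted p = 0.115; adjusted p = 0.387 with an estimated correlation), and adjusted over the list alone both were higher.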

In this study, we found that acidic conditions (pH 5) affected the expression of genes located in the functional categories of purine metabolism, ribosomes, fatty acid biosynthesis, and ABC transport (Fig. 1). 

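Some of the 38 genes of Table 1 rest on few reads. The transglycosylase gene *lp_3050* had 7 reads over both pH 6.2 libraries and 38 over both pH 5.0 libraries (0.6 ± 0.127 and 3.03 ± 0.297 FPKM, SD, n = 2; log2 fold change 1.33, standard error 0.20, adjusted p = 0.000375 from limma). The shikimate kinase gene *aroI* had 27 reads at pH 6.2 and 14 at pH 5.0 (1.70 ± 0.12 and 0.815 ± 0.0636 FPKM; log2 fold change -0.57, standard error 0.20, adjusted p = 0.0313 from limma). In limma, this fall of *aroI* was not called with a pseudocount of 5 (adjusted p = 0.067), with only the 2 groups compared (adjusted p = 0.0705) or with any 1 of the 6 libraries left out (adjusted p from 0.0621 to 0.114). The capsule gene *cps4E*, a glycosylphosphotransferase, had 77 reads at pH 6.2 and 33 at pH 5.0, and its pH 6.2 libraries lay apart at 5.17 and 2.27 FPKM (log2 fold change -0.86, standard error 0.33, adjusted p = 0.0471 from limma). Without pH 6.2 replicate 1 the log2 fold change of *cps4E* from limma was -0.40 (adjusted p = 0.318) and without pH 5.0 library A it was -0.54 (adjusted p = 0.252). In limma the call of *cps4E* also ended with a pseudocount of 5 (adjusted p = 0.0542), without the trend of the variance (adjusted p = 0.111), with only the 2 groups compared (adjusted p = 0.0534), and without pH 5.5 replicate 1 (adjusted p = 0.0533) or pH 5.5 replicate 2 (adjusted p = 0.055). With 1 library left out, its adjusted p ranged from 0.00786 to 0.318. The branched-chain amino acid transporter gene *livA* had 187 reads at pH 6.2 and 90 at pH 5.0 (4.84 ± 0.87 and 2.18 ± 0 FPKM; log2 fold change -0.87, standard error 0.17, adjusted p = 0.00201 from limma). The murein hydrolase export gene *lrgA* had 566 and 299 reads (45.2 ± 0.7 and 22.3 ± 1.54 FPKM; log2 fold change -0.99, standard error 0.12, adjusted p = 0.000101 from limma).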

DEG analysis showed that specific genes were significantly up- (FC > 1) or down-regulated (FC < 1) (Table 1). 

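Transglycosylases cut the sugar chains of the cell wall, and most genes described as such rose at pH 5.0. Of 10 genes found by this description, 9 were higher, 0 were lower and *lp_3015* (-0.32, adjusted p = 0.307 from limma) was neither, also when adjusted over the list alone. With median-ratio scaling 8 were higher. Some of these genes stand in Table 1, chosen on these samples, so the count and the set test are not independent evidence. The gene *lp_0302* (278235 to 279038, minus strand, WCFS1) rose from 18.2 ± 0.481 to 185 ± 1.00 FPKM (SD, n = 2; log2 fold change 3.27, standard error 0.05, adjusted p = 2.77e-10 from limma). Other extracellular members were *lp_3014*, from 7.87 ± 1.34 to 49.8 ± 0.354 FPKM (log2 fold change 2.52, standard error 0.11, adjusted p = 1.44e-07 from limma), *lp_2845*, from 4.72 ± 0.325 to 27.5 ± 0.552 FPKM (log2 fold change 2.32, standard error 0.11, adjusted p = 2.67e-07 from limma), and *lp_0304*, from 61.9 ± 3.90 to 207 ± 7.14 FPKM (log2 fold change 1.72, standard error 0.05, adjusted p = 2.63e-08 from limma). The description also took in *pbp2A* (0.31), a penicillin-binding protein gene, and the glycogen synthase gene *glgA* (0.24), whose small rise was not called with median-ratio scaling. The list median was 0.88 (camera, adjusted p = 0.00454; adjusted p = 0.305 with an estimated correlation).
Genes of sugar uptake by the phosphotransferase system (PTS) went both ways. Of 63 PTS genes 20 were listed at 0 in all 6 libraries and 42 were tested, of which 14 were higher, 4 lower and 24 neither. Adjusted over the list alone 13 were higher and 4 lower, and with median-ratio scaling 10 were higher and 10 lower. The trehalose transporter gene *pts4ABC* rose from 20.2 ± 0.304 to 58.0 ± 0.453 FPKM (SD, n = 2; log2 fold change 1.48, standard error 0.06, adjusted p = 1.64e-07 from limma), and its neighbour *treA*, for cleavage of trehalose phosphate, from 9.51 ± 0.933 to 24.2 ± 0.424 FPKM (log2 fold change 1.27, standard error 0.10, adjusted p = 4.92e-06 from limma). They lie next to each other from 236050 to 239707. The genes *pts5ABC* (0.96), *pts36B* (0.91) and *pts18CBA* (0.88) were higher, and *pts2CB* (-0.70), *pts17A* (-0.55), *pts21A* (-0.29) and *pts13C* (-0.12) were lower. The call of *pts36B* (limma, adjusted p = 0.0399) ended with median-ratio scaling (0.0707) and without the trend of the variance (0.11). Without pH 6.2 replicate 2, pH 5.0 library A or pH 5.0 library B its log2 fold change was 0.41, 1.09 or 0.73. The PTS median was 0.09, which turned to -0.06 with median-ratio scaling, and camera pointed down without a call (adjusted p = 0.713; adjusted p = 0.875 with an estimated correlation).
Glycolysis and lactate formation showed no common direction, with 4 of 12 genes higher, 2 lower and 6 neither, also when adjusted over the list alone. With median-ratio scaling 2 were higher and 7 lower. The lactate dehydrogenase gene *ldhL1* fell from 2729 ± 17.5 to 2046 ± 6.41 FPKM (log2 fold change -0.42, standard error 0.02, adjusted p = 2.93e-07 from limma) while *ldhL2* rose from 40.5 ± 6.48 to 64.0 ± 1.63 FPKM (log2 fold change 0.66, standard error 0.09, adjusted p = 0.000235 from limma). Their list had a median of 0.04, turned to -0.11 by that scaling, and camera pointed down without a call (adjusted p = 0.685; adjusted p = 0.875 with an estimated correlation).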

Several genes involved in carbohydrate metabolism, especially transglycosylase genes, were up-regulated. Previous studies have reported that alteration of carbohydrate metabolism under acid stress conditions enables bacteria to better resist acid stress by increasing their energy supply^31^.

Phosphotransferase system (PTS) genes were observed to be up-regulated under conditions of oxidative stress, such as upon H_2_O_2_ or hydroxybenzoic acid exposure^20^. 

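Both copper ATPase genes rose, *copB* far more than *copA*. The gene *copB* (2988637 to 2990676 on the WCFS1 chromosome) rose from 24.5 ± 0.233 to 154 ± 1.03 FPKM (SD, n = 2; log2 fold change 2.61, standard error 0.04, adjusted p = 2.77e-10 from limma). Its neighbour *copR* encodes a regulator of the copper ATPases and rose from 111 ± 5.03 to 158 ± 5.96 FPKM (log2 fold change 0.50, standard error 0.05, adjusted p = 1.46e-05 from limma). The gene *copA* lies elsewhere, from 2716624 to 2718549, and rose from 3.06 ± 0.559 to 8.06 ± 0.247 FPKM (log2 fold change 1.16, standard error 0.16, adjusted p = 0.000186 from limma), on 194 reads at pH 6.2 and 546 at pH 5.0. All 3 copper export genes were higher, also when adjusted over the list alone. Their median was 1.16, and camera called the list at the edge of its threshold (adjusted p = 0.0498; adjusted p = 0.343 with an estimated correlation). The call of camera in limma ended with a mean FPKM of at least 10 (adjusted p = 0.0906), with a pseudocount of 0.1 (0.0501) or 5 (0.0506), and without pH 5.0 library A (0.0512) or library B (0.0502). Over 11 alternatives that kept the preset correlation its adjusted p ranged from 0.0113 to 0.0906. Since *copA* and *copB* stand in Table 1, chosen on these samples, this list is not independent evidence.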

Interestingly, copper export ATPase gene (*copA*, *copB*) expression was increased. Previous research has shown that under oxidative stress, the copper export ATPase (*copB*) gene of *L. plantarum* is inactivated. This enhances its sensitivity to the oxidative stress conditions induced by H_2_O_2_ and Cu^+^ or Cu^2+^ participating in essential redox reactions^32^.

The expression and transport activity of ABC transporters are tightly regulated to balance the need for essential nutrients. Expression of DalS, the substrate binding protein (SBP) of the d-alanine ABC transporter (STM1633–STM1636) in *Salmonella typhimurium*, limits exposure to oxidative damage by d-amino acid oxidase in neutrophils^33^. Increased ABC-type oligopeptide transport proteins (*opp*) are associated with starvation conditions due to transport changes. *Opp* function as sensors for environmental change genes involved in amino acid biosynthesis and transport, thus counteracting amino acid starvation^34^. These results show that much of the gene expression observed under acidic conditions is similar to that observed under oxidative stress conditions.

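Chaperone genes fell at pH 5.0. Of 20 genes of heat shock and chaperones, 16 were lower, *clpX* (0.16) and *hslV* (0.22) were higher and 2 were neither, also when adjusted over the list alone. With median-ratio scaling 18 were lower and 0 higher, with a list median of -0.42. The gene *grpE* fell from 4085 ± 230.0 to 2531 ± 243 FPKM (SD, n = 2; log2 fold change -0.69, standard error 0.06, adjusted p = 1.24e-05 from limma). The small heat shock gene *hsp3* fell from 12220 ± 30.8 to 7806 ± 59.6 FPKM (SD, n = 2; log2 fold change -0.65, standard error 0.02, adjusted p = 5.84e-08 from limma), *hsp1* had a log2 fold change of -0.63, and the gene of the heat shock repressor *hrcA* fell from 3404 ± 45.1 to 2249 ± 171 FPKM (log2 fold change -0.60, standard error 0.04, adjusted p = 3.97e-06 from limma). The list median was -0.26 (camera, adjusted p = 3.01e-09; adjusted p = 0.137 with an estimated correlation).
Genes of general and oxidative stress went both ways. Of 20 such genes 2 were listed at 0 in all 6 libraries, and of the 18 tested, 10 were lower, 6 higher and 2 neither, also when adjusted over the list alone. The thioredoxin gene *trxA1* rose from 43.0 ± 0.735 to 68.6 ± 6.92 FPKM (SD, n = 2; log2 fold change 0.66, standard error 0.11, adjusted p = 0.0006 from limma). Glutathione reductase genes moved apart, with *gshR2* falling from 189.5 ± 1.97 to 122 ± 1.44 FPKM (log2 fold change -0.63, standard error 0.03, adjusted p = 3.09e-07 from limma) and *gshR3* rising (0.57). The methionine sulfoxide reductase gene *msrA2* fell (-0.62). With median-ratio scaling 11 were lower and 5 higher, with a median of -0.26. On the scale of the authors' FPKM the median over the 18 genes was -0.12 (camera, adjusted p = 0.00123; adjusted p = 0.17 with an estimated correlation). No library here came from cells under oxidative stress, so the likeness of both conditions was not analysed here.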

Altogether, bacterial transport was mostly affected by acid stress conditions. 

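Genes for transport went both ways at pH 5.0, with the largest changes in *lp_0783* for oligopeptides and *mntH3* for manganese. Of 457 genes annotated for transport, 399 were tested and 56 were listed at 0 in all 6 libraries. At pH 5.0 188 of them were higher, 58 lower and 153 neither, also when adjusted over the list alone. With median-ratio scaling 122 were higher and 89 lower. Transport genes made up 14.8% of the 1266 higher genes and 15.5% of the other tested genes (odds ratio 0.949, p = 0.663, Fisher's exact test, two-sided). They made up 13.8% of the 419 lower genes and 15.5% of the others (odds ratio 0.879, p = 0.415, same exact test). Under median-ratio scaling their share was 12.5% of the 712 lower genes against 16.2% of the others (odds ratio 0.739, p = 0.0201, same exact test). Among called genes past 2-fold, 7 of 38 higher genes (18.4%, p = 0.502, same exact test) and 3 of 11 lower genes (27.3%, p = 0.227, same exact test) were transport genes, against 15.2% of all tested genes. These 4 tests on the scale of the authors' FPKM were not adjusted for their number. The median over the transport genes was 0.14, that of all genes, and camera pointed down without a call (adjusted p = 0.886; adjusted p = 0.96 with an estimated correlation). Of 179 genes described as parts of ABC transporters, 166 were tested, with 69 higher, 27 lower and 70 neither, also when adjusted over the list alone. With median-ratio scaling 41 were higher and 46 lower, and the median turned from 0.07 to -0.08. Camera pointed down without a call for these genes (adjusted p = 0.249; adjusted p = 0.686 with an estimated correlation).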

Five of the 13 significantly down-regulated genes and 7 of the 25 significantly up-regulated genes possess transport-related functions (Table 1). These results suggest that acidic conditions affect bacterial adaptation, particularly regarding nutrient transport functions.

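By the annotation used here, 6 of the 25 increased genes of Table 1 act in transport. They are *lp_0018* and *lp_0783* for oligopeptides, *pnuC1* for nicotinamide nucleotides, *pts4ABC* for trehalose, and *copA* and *copB* for copper. Among the 13 decreased genes there are 4, *mntH3* and *mtsC* for manganese, *livA* for branched-chain amino acids and *lp_3278* for amino acids. The gene *lrgA*, which Table 1 gives as a murein hydrolase export protein, is not counted among them, as its description was not used here. From the transport genes among the genes of Table 1, the paper proposes that acid acts on the adaptation of the bacteria, nutrient transport above all.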

Figure 3 shows the growth inhibition of valinomycin in culture. Valinomycin effectively inhibited *L. plantarum* growth even under acidic conditions, indicating that transport functions were active under these conditions.

We previously identified that *L. plantarum* intracellular leucine and leucine metabolite content was associated with acidity^5^. The leucine biosynthesis pathways were found to be absent in all *L. plantarum *strains, as reported in previous studies^35^, and severe growth inhibition was observed in its absence^26^. Additionally, it was reported that leucine was transported via the ABC-type transporter^36^. We therefore quantified the intracellular leucine content of bacteria grown at different pH ranges (Fig. 3).

Although higher bacterial growth was observed in standard MRS (pH 6.2) media, the intracellular leucine content was higher in pH 5.5 culture. This indicates that the optimal bacterial leucine transport could be controlled by acidity during fermentation, and that transport function is most active at approximately pH 5.5. This pH range corresponds to the initial stage of kimchi fermentation (weeks 1–2 of fermentation). Next, we compared the inhibition of the diverse LAB originating from kimchi by valinomycin (Fig. 4).

*Lactobacillus plantarum*, *P. pentosaceus*, *L. sakei*, and *L. mesenteroides* growth was inhibited by valinomycin, while *L. brevis*, *W. confusa* and *L. lactis* did not demonstrate any difference in growth. The growth of *L. sakei* was slightly inhibited under acidic conditions of around pH 5.5 and 5.0. These results indicate that the transport function of *L. plantarum* is active under a wide range of acidic conditions.

Lactic acid easily diffuses into the cytoplasm and dissociates into protons and anions, disrupts the intracellular pH, and impairs normal cellular function^31^. During fermentation, *Lactobacillus* transports lactic acid outside the cell as lactate ions via an electrogenic proton-lactate symporter^34^. In this study, we demonstrated that *L. plantarum* had a wide range of active transport and acidification functions and modulates leucine uptake. The adaptation of LAB to acidic conditions is a fundamental element of successful fermentation. Interspecies metabolite exchange occurs via nutrient cross feeding. This trophic interaction enables multiple groups of organisms to survive on limited nutrient sources, increasing community density^37^. The differences in nutrient transport activity among LAB may affect bacterial survival under certain circumstances. Several studies on the stress response of *L. plantarum* showed higher up- and down-regulation of transport functions in diverse stress conditions induced by resveratrol, hydrogen peroxide, or *p*-coumaric acid^19–21^. The transport function may, therefore, be a crucial component for adaptation under diverse stress conditions.

These results also suggested that modulating the transport function could be pivotal to controlling fermentation via bacterial growth in the relevant industries.

## Materials and methods

### Bacterial strain and culture

A bacterial strain was previously isolated from kimchi and identified previously^5,8,38,39^. *Lactobacillus plantarum* wikim18, *Leuconostoc lactis* WiKim48, *Pediococcus pentosaceus* WiKim20, *Lactobacillus sakei* WiKim49, *Leuconostoc mesenteroides* WiKim19, *Weissella confusa* WiKim29, and *Lactobacillus brevis* WiKim47 were used in this experiment.

The bacteria were cultivated at 30 °C for 12 h in De Man, Rogosa and Sharpe (MRS) media (Miller, Becton Dickinson, and Co., Sparks, MD, USA). The bacterial culture was harvested by centrifugation at 5000×*g* for 20 min and diluted to into MRS media by absorbance of 0.5 at 600 nm. To monitor the growth effect in the different pH, MRS was prepared with desired pH with addition of lactic acid. The valinomycin (Sigma-Aldrich, St. Louis, MO, USA) was added into the MRS media at the final concentration of 10 μg/ml. The effect of valinomycin on growth of LAB was measured at 600 nm using microplate reader (Tecan, mannedorf, Zurich, Switzerland).

### Determination of the minimum inhibitory concentration (MIC)

MIC was measured using twofold serial dilutions methods^40^. The bacteria was cultivated in MRS media and adjusted to absorbance of 0.01 at 600 nm. The 100 μl of serial diluted valinomycin (from 160 to 5 μg/ml) were added to 100 μl of bacterial suspension in 96 well-plates and incubated at 30 °C for 24 h. The effect of valinomycin concentration on the bacterial growth was measured at 600 nm using microplate reader (Tecan) and visible growth was monitored after 12 h at 30 °C.

### RNA isolation and transcriptome analysis

RNA sequencing was performed at Chunlab (Seoul, Korea). To evaluate the global gene expression of *L. plantarum* in acidic conditions, the bacterial culture was harvested by centrifugation at 5000×*g* for 20 min and diluted with acidic MRS adjusted pH with lactic acid (pH 5.0) and standard MRS (pH 6.2) by optical absorbance of 0.5 at 600 nm and further incubated at 30 °C for 3 h. Total RNA was extracted using RNeasy Mini kits (Qiagen, USA) as per the manufacturer’s instructions. The isolated RNA was stored at − 80 °C until use. The Ribo‐Zero rRNA removal kit (Epicentre, USA) was used for ribosomal RNA depletion according to the manufacturer’s instructions. Libraries for Illumina sequencing were made with the TruSeq Stranded mRNA sample prep kit (Illumina, USA) according to the manufacturer’s instructions. RNA sequencing was performed on the Illumina HiSeq 2500 platform using single‐end 50 bp sequencing. bcl2fastq v1.8.4 software combines per-cycle BCL basecall files generated by Illumina sequencing instruments, translating them into FASTQ files. The raw FASTQ files were split into files containing about 20,000,000 reads and checked for quality using the FASTQC (v0.11.7). The reads were filtered (removing sequences that did not pass Illumina’s quality filter) and trimmed based on the quality results by trimmomatic-0.36. Quality filtered reads were aligned to the reference genome sequence using Bowtie2 (v2.2.3). The sequence data for the reference genome was retrieved from the NCBI database (GCF_000203855.3, *L. plantarum* WCFS1). Quality filtered reads were aligned to the reference genome sequence using Bowtie2.

### Transcriptome data analysis and deposit

The relative transcript-x abundance was measured in fragments in reads per kilobase of exon sequence per million mapped sequence reads (FPKM). The evolutionary genealogy of genes: Non-supervised Orthologous Groups (eggNOG) database was used to cluster genes into functionally related groups, and the Kyoto Encyclopedia of Genes and Genomes (KEGG) database was used to analyze metabolic pathways. The results of mapping and differentially expressed gene (DEG) analysis were visualized using Perseus^41,42^. Functional annotation was performed using DAVID (DAVID Bioinformatics Resources 6.8)^43^. DEGs were calculated as log2FC using edgeR in R package^44^. The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE143834 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143834).

### Quantitative RT-PCR

Real-time RT-PCR was performed to validate the transcriptome analysis data. The gene expression levels were measured using quantitative real-time PCR. The bacteria were cultivated for a further 3 h in MRS media, and pH was adjusted to 5.0 with lactic acid. The bacterial RNA was extracted using Trizol (Invitrogen, CA, USA) according to the manufacturer’s instructions. Approximately 1 µg RNA was reverse transcribed, cDNA was generated, and RT-PCR was performed using SYBR green premix (Bio-Rad, Hercules, CA, USA). The relative expression level was calculated and normalized to that of the *16S rRNA* gene^5^. Primers were designed based on nucleotide sequences from *L. plantarum* of NCBI database (GCF_000203855.3, *L. plantarum* WCFS1) (Supplementary Table S2).

### Quantification of intracellular leucine content

We monitored the effect of pH changes on amino acid transport and the intracellular leucine content using LC–MS/MS technology. A TripleTOF 5600 plus instrument (SCIEX, Framingham, MA, USA) coupled with an Acquity UPLC system (Waters, Milford, MA, USA) was used to characterize the metabolites and quantify the intracellular and extracellular leucine content of bacteria. Leucine was quantified in negative MRM mode using the following transitions: Leucine, m/z 130 > 130; Salicin, m/z 285 > 123. A reversed-phase column (Acquity UPLC BEH C18 column 2.1 × 100 mm, 1.7 μm particle size; Waters) was used to separate the compounds. The mobile phase consisted of distilled water (solvent A) and acetonitrile (solvent B) containing 10 mM ammonium acetate at a flow rate of 0.4 ml/min. All experiments were performed in triplicate. The data are presented as means and standard derivations. A two-way analysis of variance test was performed using GraphPad Prism v7 software with the Tukey’s multiple comparisons test.

## Supplementary information

Supplementary Information.

# Supplementary material for: Characterization of transcriptional response of Lactobacillus plantarum under acidic conditions provides insight into bacterial adaptation in fermentative environments
**Source:** Sci Rep. 2020 Nov 5;10:19203. doi: 10.1038/s41598-020-76171-6
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Information**

**Characterization of transcriptional response of *Lactobacillus plantarum* under acidic conditions provides insight into bacterial adaptation in fermentative environments**

**Sera Jung and Jong-Hee Lee***

Advanced Process Technology and Fermentation Research Group, Research and Development Division, World Institute of Kimchi, Gwangju, 61755, Republic of Korea

Advanced Process Technology and Fermentation Research Group

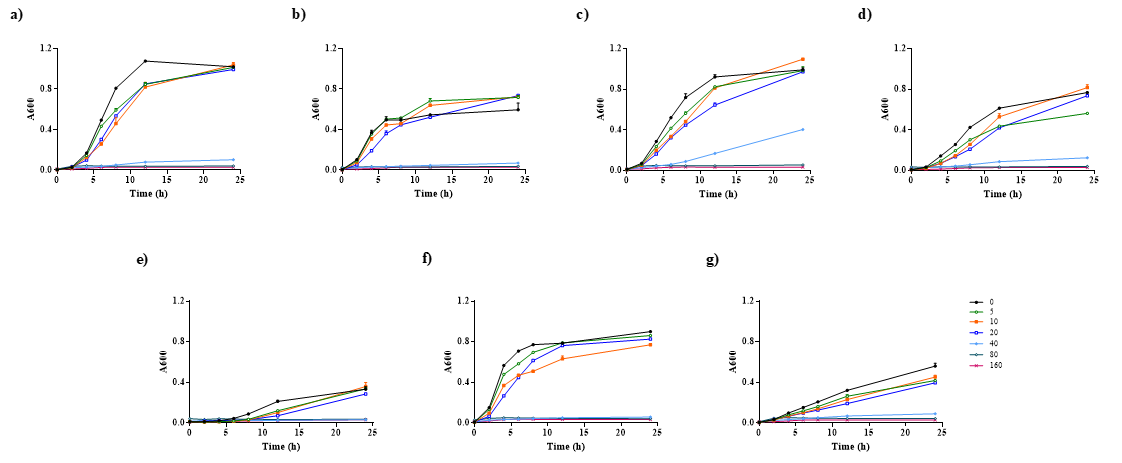

**Supplementary Figure S1. The effect of valinomycin on lactic acid bacteria growth.** The growth of lactic acid bacteria was measured spectrophotometrically at 600 nm with different concentration (0, 5, 10, 20, 40, 80, or 160 μg/ml) of valinomycin. a) *L. plantarum,* b) *L. lactis*, c) *P. pentosaceus,* d) *L. sakei,* e) *L. mesenteroides,* f) *W. confusa,* g) *L.brevis*.

**Supplementary Table S1. KEGG categorical annotated genes.**

**Supplementary Table S1. KEGG categorical annotated genes (cont.)**

| **KEGG Name (genes in cluster/total genes)** | **KEGG ID** | **Gene Name** | **ENSG Gene ID** | **Protein Name** | **Description** |
| --- | --- | --- | --- | --- | --- |
| ABC transporters (32 genes/76 total genes) | K02042 | *phnE2* | lp_0713 | F9ULU8 | Phosphonates ABC transporter |
|  | K05813 | *ugpB* | lp_1327 | F9UN98 | Glycerol-3-phosphate ABC transporter |
|  | K01990 | *lp_1945* | lp_1945 | F9UPR5 | Multidrug ABC transporter |
|  | K16787 | *lp_0149* | lp_0149 | F9USW5;Q88ZZ2 | Putative ABC transporter ATP-binding protein |
|  | K02010 | *lp_1750* | lp_1750 | F9UPA4 | Iron ABC transporter |
|  | K01999 | *livA* | lp_2985 | F9USB7 | Branched-chain amino acid ABC transporter |
|  | K16787 | *lp_0218* | lp_0218 | F9UT23 | ABC transporter |
|  | K05847 | *choQ* | lp_0368 | F9UTW5 | Glycine betaine/carnitine/choline ABC transporter |
|  | K02050 | *lp_2077* | lp_2077 | F9UQ28 | Nitrate/sulfonate/bicarbonate ABC transporter |
|  | K05846 | *choS* | lp_0367 | F9UTW4 | Glycine betaine/carnitine/choline ABC transporter |
|  | K02049 | *lp_2076* | lp_2076 | F9UQ27 | Nitrate/sulfonate/bicarbonate ABC transporter |
|  | K10112 | *msmX* | lp_0180 | F9USZ2 | Maltodextrin ABC transporter |
|  | K02042 | *phnE1* | lp_0712 | F9ULU7 | Phosphonates ABC transporter |
|  | K01998 | *livC* | lp_2983 | F9USB5 | Branched-chain amino acid ABC transporter |
|  | K02044 | *phnD* | lp_0715 | F9ULV0 | Phosphonates ABC transporter |
|  | K16785 | *lp_0148* | lp_0148 | F9USW4 | Cobalt ABC transporte |
|  | K10041 | *glnQ2* | lp_0878 | F9UM84 | Glutamine ABC transporter |
|  | K01992 | *lp_1944* | lp_1944 | F9UPR4 | Multidrug ABC transporter |
|  | K10039 | *glnH1* | lp_0881 | F9UM85 | Glutamine ABC transporter |
|  | K01995 | *livD* | lp_2982 | F9USB4 | Branched-chain amino acid ABC transporter |
|  | K16785 | *lp_0217* | lp_0217 | F9UT22 | ABC transporter |
|  | K02040 | *pstF* | lp_0733 | F9ULW2 | Phosphate ABC transporter |
|  | K05815 | *ugpE* | lp_1326 | F9UN97 | Glycerol-3-phosphate ABC transporter |
|  | K02012 | *lp_1749* | lp_1749 | F9UPA3 | Iron ABC transporter |
|  | K02011 | *lp_1748* | lp_1748 | F9UPA2 | Iron ABC transporter |
|  | K02037 | *pstD* | lp_0747 | F9ULX4 | Phosphate transport |
|  | K16012 | *cydD* | lp_1129 | F9UMT5 | Cytochrome D ABC transporter |
|  | K16013 | *cydC* | lp_1128 | F9UMT4 | Cytochrome D ABC transporter |
|  | K01990 | *lp_1335* | lp_1335 | F9UNA5 | ABC transporter |
|  | K01992 | *drrB* | lp_1909 | F9UPN2 | Transport permease |
|  | K05816 | *ugpC* | lp_1324 | F9UN95 | Glycerol-3-phosphate ABC transporter |
|  | K06148 | *plnG* | lp_0423 | F9UU09 | Bacteriocin ABC-transporter |
| Fatty acid biosynthesis (12 genes/20 total genes) | K00208 | *fabI* | lp_1681 | F9UP45 | Enoyl-[acyl-carrier-protein] reductase |
|  | K01963 | *accD2* | lp_1679 | F9UP43;Q88WG0 | Acetyl-coenzyme A carboxylase |
|  | K02160 | *accB3* | lp_0362 | F9UTV9 | acetyl-CoA carboxylase |
|  | K01071 | *lp_0708* | lp_0708 | F9ULU3 | Acyl-[acyl-carrier protein] thioesterase |
|  | K00648 | *fabH2* | lp_1671 | F9UP35;Q88WG8 | 3-oxoacyl-[acyl-carrier-protein] synthase |
|  | K01961 | *accC2* | lp_1678 | F9UP42 | Acetyl-CoA carboxylase |
|  | K02372 | *fabZ2* | lp_1677 | F9UP41 | hydroxymyristoyl-[acyl carrier protein] dehydratase |
|  | K02160 | *accB2* | lp_1676 | F9UP40 | acetyl-CoA carboxylase |
|  | K01962 | *accA2* | lp_1680 | F9UP44 | Acetyl-CoA carboxylas |
|  | K09458 | *fabF* | lp_1675 | F9UP39 | 3-oxoacyl-[acyl-carrier-protein] synthase |
|  | K00059 | *fabG1* | lp_1674 | F9UP38 | 3-oxoacyl-[acyl-carrier protein] reductase |
|  | K00645 | *fabD* | lp_1673 | F9UP37 | Malonyl CoA-acyl carrier protein transacylas |

KEGG terms and metabolic pathways were enriched with significantly up-regulated and down-regulated genes (Enrichment with ENSG option with q < 0.04 with Ben. Ho. FDR).

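Supplementary Table S1 gives the genes behind each KEGG term of Fig. 1, by the locus tags of WCFS1. It lists 54 genes for purine metabolism, 51 for ribosome, 32 for ABC transporters and 12 for fatty acid biosynthesis. All of them were among the tested genes. Its headings give the ABC transporter and fatty acid genes as parts of larger totals. An enrichment test asks whether a term holds more of the chosen genes than its share of all genes, and not how far each gene changed. At pH 5.0 against pH 6.2 the log2 fold changes ran from 0.10 to 0.88 over the ribosome genes and from -0.34 to -0.14 over the fatty acid genes. They ran from -0.88 to -0.06 over the ABC transporter genes. In purine metabolism they ran from that of *guaC* (-1.73) to 0.66.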

**Supplementary Table S2. Primer sequences used in this study.**

Primers were designed based on nucleotide sequences from *L. plantarum* of NCBI database (GCF_000203855.3, *L. plantarum* WCFS1).

How the deposited data were processed for this re-analysis (not part of the article)

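RNA-seq libraries of *L. plantarum*, whose strain the paper names as wikim18, were compared after 3 h at pH 6.2, pH 5.5 and pH 5.0, with 2 libraries per pH and 6 in all. The authors removed ribosomal RNA, prepared libraries with a strand-specific kit and sequenced them single-end. By the paper's methods, reads were handled with bcl2fastq 1.8.4, FastQC 0.11.7 and Trimmomatic 0.36, and the authors mapped them to the genome of strain WCFS1 with Bowtie2 2.2.3. The authors computed and deposited FPKM for 3174 genes, already scaled to gene length and to the reads of each library. The paper's fold changes in Table 1 came from edgeR, which was not used here. The counting tool, its strand setting and the maker of the FPKM are not given in the sources used here. Without the strand setting, reads from overlapping genes cannot be told apart.

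The column names gave the pH of each library. Both pH 5.0 columns carry the same name, so these libraries are called A and B, in no order, and 0 columns were left unmapped. The comparisons were written for counts or normalized values, and since the values were FPKM, the limma form was used. Tests used limma 3.58.1 in R 4.3.3 with a linear model over all 6 libraries and empirical Bayes moderation with a trend. Values were log2(FPKM + 1), and the 2625 genes with a mean FPKM of at least 1 were tested. P-values were adjusted by Benjamini and Hochberg's method over all tested genes of a comparison, and a gene was called at an adjusted p under 0.05. Gene lists were tested with camera of limma at a preset correlation of 0.01, adjusted over 27 lists, with an estimated correlation and with fry as alternatives. Fisher's exact test, two-sided, set the share of transport genes among called genes against that among the other tested genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

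Depth was recovered from the values. In 97.2% to 98.6% of the low values of a library, the FPKM was a whole multiple of the value of 1 read, within 0.15 reads, when 50 bases were taken off the gene length. The library totals of 12796050 to 19606850 reads follow from that step. Listed genes made up 99.94% to 99.96% of these totals, which may thus hold only reads counted on genes and not all mapped reads. The plasmid gene orf1 has a listed length of 36069, while its values point to an effective length of 237.3 to 239.4, and it was left out of that share. Read totals found this way cover counting error only.

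The comparisons, the thresholds, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Table 1 had been read by then, so lists that share its genes (pyrimidine biosynthesis, cysteine and methionine metabolism, copper export, manganese uptake, oligopeptide uptake, extracellular transglycosylases and others) were informed by it. The text names every gene of the paper's text and Table 1, the 10 called genes with the largest rise and the 10 with the largest fall at pH 5.0, and 5 and 5 for the other comparisons. It also names up to 4 members per list with the largest change. Genes outside this rule were named after their values were seen, among them *trmE*, *gidA*, *pyrE*, *pyrF*, *lp_0595*, *guaA*, *purK2* and other single members given beside a count. Lists found by product description could not take in 185 genes whose descriptions were not used here. The 4 KEGG lists are those of Supplementary Table S1 and both Table 1 lists are those of the study.

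The alternatives were median-ratio scaling of the libraries, pseudocounts of 0.1 and 5, no filter, a mean FPKM of at least 10, limma without the trend, only the 2 groups compared, an adjusted p under 0.01, each library left out in turn and, where replicate numbers exist, the replicate number as a block. Limma's voom on the recovered reads and some settings for transport genes, for lists at pH 5.0 against pH 5.5 and for the comparison of both acid groups were added after the data had been seen. The closing section gives their effect. The fit was also tested on simulated libraries with the depths and the spread of the real ones, the read shares of pH 6.2 and 200 genes changed at pH 5.0. Over 2623 genes it recovered 64% of the genes changed by 0.3 on the log2 scale, 78% at 0.5, 94% at 1 and 98% at 2, and 2.9% of its calls were false. With voom on 2625 genes 66%, 88%, 98% and 96% were recovered and 4.9% of the calls were false. In the simulated lists, 1 of 1 raised list and 0 of 19 unchanged lists were called. Noise was drawn independently for each gene, and the changes went both ways with no common shift. The simulation thus cannot test camera under correlated genes, nor the share of false calls under such a shift. Growth, leucine and RT-PCR measurements of the paper were not analysed here.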

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

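The tests of explanations in this part, and the counts of opposite genes with median-ratio scaling, were chosen only after the result was seen.

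Purine genes moved in opposite directions in both acid groups. Of 16 genes of de novo purine synthesis, 15 were higher at pH 5.5 than at pH 6.2 and *purK2* (-0.13) was lower, with a median log2 fold change of 2.87 (camera, adjusted p = 4.31e-19; adjusted p = 0.0582 with an estimated correlation). With median-ratio scaling 15 were higher and 0 lower. At pH 5.0 13 of the same genes were lower than at pH 6.2. The difference between both acid groups was itself tested, and this is why these results stand here. Between pH 5.0 and pH 5.5 the median over the list was -3.50 (camera, adjusted p = 9.30e-14; adjusted p = 0.0957 with an estimated correlation). The log2 fold change at pH 5.0 against pH 5.5 was -5.16 for *guaC*, -4.33 for *purA*, -4.17 for *purN*, -3.98 for *purH* and -3.95 for *purM*, and all were called by limma. The GMP reductase gene *guaC* had 195 ± 5.20 FPKM at pH 6.2, 2117 ± 16.3 at pH 5.5 and 58.3 ± 1.87 at pH 5.0 (SD, n = 2). The largest rises at pH 5.5 against pH 6.2 were those of *purN* (3.47), *purH* (3.44), *guaC* (3.43), *purM* (3.35) and *purF* (3.34). For *purN* the values were 50.3 ± 2.69, 568 ± 17.4 and 30.8 ± 2.96 FPKM in the same order.

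Ribosomal protein genes went the other way. Of the 51 listed genes, 48 were lower at pH 5.5 than at pH 6.2, 0 were higher and 3 were neither, with a median of -0.55 (camera, adjusted p = 4.31e-19; adjusted p = 0.179 with an estimated correlation), and with median-ratio scaling 46 were lower and 1 higher. The gene *rplJ* had 1413 ± 51.7 FPKM at pH 6.2 and 749.5 ± 10.6 at pH 5.5 (log2 fold change -0.91, standard error 0.03, adjusted p = 7.51e-08 from limma). All 51 were higher at pH 5.0 than at pH 5.5 (median 0.96; camera, adjusted p = 6.86e-14; adjusted p = 0.324 with an estimated correlation), and 49 with median-ratio scaling. Among the 18 tested genes of general and oxidative stress, 9 were higher at pH 5.5 than at pH 6.2, 2 lower and 7 neither (9 and 3 adjusted over the list alone; median 0.11; camera, adjusted p = 0.00168; adjusted p = 0.179 with an estimated correlation). The glutathione reductase gene *gshR4* (0.64) and the catalase gene *kat* (0.32) were among the higher ones. Between pH 5.0 and pH 5.5 this list was lower (median -0.13; camera, adjusted p = 0.000103; adjusted p = 0.315 with an estimated correlation).

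The pH 5.5 libraries are a group on which the paper's text gives no expression result. Against pH 6.2, limma called 426 genes higher and 821 lower at pH 5.5. With median-ratio scaling these were 629 and 567. Genes called in opposite directions in both acid groups, and called between them, were 119 that were higher at pH 5.5 and lower at pH 5.0 and 468 that were lower at pH 5.5 and higher at pH 5.0. Independent sets of the same sizes would share 68.0 and 396.0 genes. Genes called in the same direction also exceeded such sets, with 233 against 205.5 higher in both and 165 against 131.0 lower in both. The excess is thus not particular to opposite directions. With median-ratio scaling 225 and 193 genes were called in opposite directions, in place of 119 and 468. Past 2-fold between the acid groups lay 76 of the genes, 18 higher and 58 lower at pH 5.5, with 13 from de novo purine synthesis. With that scaling there were 41, 36 higher and 5 lower at pH 5.5, again with 13 from de novo purine synthesis, so most of the 58 depend on the scaling. It moves genes nearly alike, by the median of 0.21 at pH 5.0 against pH 5.5. The turn of these counts past a fixed limit thus follows from that shift.

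Several technical causes of the opposite purine response were tested. For the scaling of the authors' FPKM to the reads, 13 of the listed genes stayed higher at pH 5.5 and lower at pH 5.0 with median-ratio scaling. That scaling cannot decide the question, since it moves genes up at pH 5.5 and down at pH 5.0. It took the list medians from 2.87 to 2.94 and from -0.59 to -0.74. Its shift between the acid groups, 0.21 at the median of all genes, is small beside the list median of -3.50. The opposite response does not rest on 1 library that stands apart. Without any 1 library the list median at pH 5.5 was at least 2.86 and at most 2.92, and that at pH 5.0 lay between -0.60 and -0.54. An exchange of the column names of pH 5.0 and pH 5.5 after the authors' own analysis is argued against by the paper's Table 1. Its 38 fold changes correlate across genes with those of the pH 5.0 columns at r = 0.996 and with those of the pH 5.5 columns at 0.502. Samples exchanged before that analysis would give the same values, so this check cannot tell. A difference between the cultures other than the pH cannot be told apart from the pH, since there are 2 libraries per pH and nothing says how many cultures they came from, so an effect of the pH stays a hypothesis.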

How the results depend on the processing

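The counts, gene values and lists against pH 6.2 were recomputed with 1 choice changed at a time, and where a value did not hold the cause was not tested. Voom on recovered reads, all alternatives for lists at pH 5.0 against pH 5.5, median-ratio scaling for genes called in opposite directions and, for transport genes and both acid groups, some further settings were chosen only after the data had been seen. With a library left out, the lone library of its pH is assumed to vary like the other groups. No paired analysis was possible because both pH 5.0 columns carry the same name and no replicate number, except for pH 5.5 against pH 6.2.

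Median-ratio scaling moved the balance of calls, by design, since it brings the median of all genes to 0. At pH 5.0 against pH 6.2 it gave 769 higher and 712 lower genes in place of 1266 and 419, and at pH 5.0 against pH 5.5 it gave 825 and 806 in place of 1430 and 394. At pH 5.5 against pH 6.2 it gave 629 and 567 in place of 426 and 821. Among the lower genes at pH 5.0 there were 89 transport genes of 712 with it (12.5%) and 58 of 419 without it (13.8%). Their share was below that of the other genes with p = 0.0201 with it and p = 0.415 without it (Fisher's exact test, two-sided), and over the other settings of this result the p lay between 0.189 and 1. The log2 fold change of *atpA* turned from 0.15 to -0.01.

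Among the 27 lists, camera with the preset correlation called 16 at pH 5.0 and 12 at pH 5.5, both against pH 6.2. With an estimated correlation it called 0 at pH 5.0 and 0 at pH 5.5. The KEGG groups then had an adjusted p of 0.303 for ribosome, 0.303 for ABC transporters and 0.17 for fatty acid biosynthesis. Over 11 alternatives with the preset correlation, the adjusted p lay between 7.65e-12 and 2.45e-08 for ribosome, 5.10e-09 and 1.14e-06 for ABC transporters, 7.94e-09 and 1.14e-06 for fatty acid biosynthesis, and 0.342 and 0.731 for purine metabolism. At pH 5.0 against pH 5.5 it lay between 3.62e-20 and 4.45e-12 for ribosome, 2.83e-15 and 2.37e-08 for de novo purine synthesis, and 6.34e-05 and 0.00349 for general and oxidative stress. Other lists of that comparison and the transport share at pH 5.5 were not recomputed this way. Fry, which asks whether the genes of a list move 1 way without a comparison with other genes, called 23 lists at pH 5.0 and 20 at pH 5.5. It pointed up, where camera had pointed down without a call, for KEGG purine metabolism (adjusted p = 0.0155), the phosphotransferase system (0.00478), the malolactic, citrate and decarboxylase routes (0.023), all transport genes (0.00245), ABC transporter genes by description (0.00444) and, at pH 5.5, the lower genes of Table 1 (0.0218).

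Leaving out each library in turn gave 1504 to 1660 called genes at pH 5.0 against pH 6.2 (1104 to 1254 higher, 376 to 406 lower), 1000 to 1217 at pH 5.5 and 1615 to 1839 between both acid groups. Past 2-fold at pH 5.0 lay 36 to 44 higher and 11 to 16 lower genes, 15 to 16 lists were called at pH 5.0 and 12 to 13 at pH 5.5, and the p for transport genes lay between 0.188 and 0.786 (higher) and between 0.189 and 0.5 (lower). The correlation of both acid responses lay between 0.163 and 0.208, and over the pseudocounts, filters and scaling between 0.128 and 0.193. As a rank correlation it was 0.0997 in place of r = 0.171.

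With the replicate number as a block, 1185 genes were called at pH 5.5 against pH 6.2 (411 higher, 774 lower), and 12 lists. The numbers do not pair the libraries by this check, since the differences of replicate 1 and replicate 2 correlated across genes at -0.027 between pH 6.2 and pH 5.5. Voom on recovered reads called 1301 genes higher and 442 lower at pH 5.0, with 44 and 16 past 2-fold. Over 207 values of named genes and 3162 alternative values, 3066 kept direction and call, 72 lost a call, 23 gained one and 1 turned.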

Differences from the paper's values

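The paper's values below are those of its Table 1, for which the authors used edgeR, and the values here come from limma on FPKM. A log2 fold change is listed where it differs from the paper's by more than its standard error, which holds for 32 of 38 genes, all with the paper's direction. Across the 38 genes r was 0.996, and the median difference (here minus the paper's) was 0.12, between -0.66 and 0.50. With median-ratio scaling the median difference was -0.03.

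The log2 fold change was *lp_0018* 1.87 (the paper's 1.75), *cysE* 3.28 (the paper's 3.18), *cblB* 3.77 (the paper's 3.69), *pnuC1* 1.77 (the paper's 1.64), *pts4ABC* 1.48 (the paper's 1.38), *lp_0302* 3.27 (the paper's 3.20) and *lp_0304* 1.72 (the paper's 1.60). It was *lp_0783* 2.73 (the paper's 2.61), *pyrD* 1.24 (the paper's 1.11), *pyrAB* 1.32 (the paper's 1.19), *pyrAA* 1.61 (the paper's 1.49), *pyrC* 1.66 (the paper's 1.54), *pyrB* 1.77 (the paper's 1.65) and *pyrR1* 1.30 (the paper's 1.16). Further values were *lp_2809* 1.71 (the paper's 1.59), *lp_2810* 1.82 (the paper's 1.73), *lp_3050* 1.33 (the paper's 1.99), *copB* 2.61 (the paper's 2.51) and *lp_3421* 2.99 (the paper's 2.86).

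On the log2 scale, genes fell by these amounts: *mapB* 1.32 (the paper's 1.50), *mtsC* 1.07 (the paper's 1.25), *aroI* 0.57 (the paper's 1.07), *cps4E* 0.86 (the paper's 1.34), *araT2* 1.20 (the paper's 1.36), *livA* 0.87 (the paper's 1.24) and *mntH3* 2.24 (the paper's 2.38). Other falls were *lp_2993* 2.21 (the paper's 2.35), *lrgA* 0.99 (the paper's 1.15), *purA* 1.33 (the paper's 1.48), *guaC* 1.73 (the paper's 1.88), *lp_3278* 1.24 (the paper's 1.47) and *dapA2* 1.43 (the paper's 1.59).

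Of the alternatives set before the data were examined, median-ratio scaling brought 23 of these 32 within the standard error, all except *cblB*, *lp_0302*, *lp_0783*, *lp_2810*, *lp_3050*, *copB*, *aroI*, *cps4E* and *livA*. With that scaling 13 of the 38 genes still differed, since it moved 4 others out, *cbs* (3.37, 3.45 in the paper), *lp_3014* (2.38, 2.51), *copA* (1.03, 1.23) and *lp_3177* (0.99, 1.09). A pseudocount of 0.1 did so for 6 (*lp_3050*, *mtsC*, *aroI*, *cps4E*, *livA* and *lp_3278*), a pseudocount of 5 for *lp_0018*, and limma without the trend for *cblB*, though 37 and 33 of the 38 genes differed with these last 2. Leaving out pH 6.2 replicate 1 did so for *lp_2810* and *mtsC*, and leaving out pH 6.2 replicate 2 for *cysE*, *cblB*, *lp_0302*, *mapB*, *cps4E* and *lrgA*. Without pH 5.0 library A the value was within for *cysE*, *cblB*, *pts4ABC*, *lp_2810* and *lrgA*, and without library B for *cysE*, *lp_0302*, *mtsC*, *cps4E* and *lp_3278*. For *lp_0783* and *copB* no alternative did. No filter, a mean FPKM of at least 10, only the 2 groups compared, either pH 5.5 replicate left out and an adjusted p under 0.01 brought none of the 32 within.

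For 5 genes of Table 1 the paper's FDR lies above 0.05 while the adjusted p from limma lay under it. These are *lp_3050* with 0.000375 (the paper's 2.08E-01), *copA* with 0.000186 (the paper's 0.150308), *livA* with 0.00201 (the paper's 0.266582), *aroI* with 0.0313 (the paper's 0.641246) and *cps4E* with 0.0471 (the paper's 0.307524). With a mean FPKM of at least 10 these 5 genes were not tested. Every other alternative set before the data were examined kept the calls of *lp_3050*, *copA* and *livA*. The gene *aroI* was not called with a pseudocount of 5, with only the 2 groups compared, at a threshold of 0.01 and with any 1 library left out. The gene *cps4E* was not called with a pseudocount of 5, without the trend, with only the 2 groups compared, at a threshold of 0.01 and without pH 6.2 replicate 1, pH 5.0 library A or either pH 5.5 replicate. The remaining alternatives kept both calls.

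Past a log2 fold change of 1, the limit the paper states, lay 39 genes here and 25 in the paper. Within 1.5 times of the paper's count were 36 genes with a mean FPKM of at least 10, 26 with median-ratio scaling, 28 with a pseudocount of 5 and 36 without pH 6.2 replicate 2. The other alternatives set before the data were examined gave 39 to 44. The paper states that transport was mostly affected by acid. It counts 7 of 25 and 5 of 13 genes of Table 1, where the annotation used here gives 6 and 4. It also draws on growth and leucine measurements with valinomycin, which were not analysed here. At the paper's limit, 7 of 38 higher called genes (18.4%, odds ratio 1.26, p = 0.502, Fisher's exact test, two-sided) were transport genes here. Of the lower ones 3 of 11 were (27.3%, odds ratio 2.1, p = 0.227, same exact test). With so few genes these tests cannot exclude a larger share of transport genes. Without that limit they made up 14.8% of the higher and 13.8% of the lower genes, against 15.2% of all tested genes.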

Other observations

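In this part, the tests of abundant genes and of the genes listed at 0, and the values with a different control for each acid group, were chosen only after the result was seen. That of gene length was written before its own value was computed, though after the shift it bears on had been seen.

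Most listed genes for making both kinds of nucleotide bases had higher FPKM at pH 5.5 than at pH 6.2. Besides the purine genes, 10 of 12 genes of pyrimidine synthesis were higher than at pH 6.2 and 2 lower (median 1.44; camera, adjusted p = 1.01e-09; adjusted p = 0.0888 with an estimated correlation). The largest of these rises was that of *pyrB* (log2 fold change 2.11, standard error 0.05, adjusted p = 3.63e-09 from limma). The gene of a guanine and hypoxanthine permease, *lp_0848*, rose from 120.3 ± 1.20 to 509.9 ± 4.00 FPKM (SD, n = 2; log2 fold change 2.07, standard error 0.03, adjusted p = 2.32e-10 from limma). Genes of copper export were higher at pH 5.5 as at pH 5.0, with all 3 called (camera, adjusted p = 0.00168; adjusted p = 0.206 with an estimated correlation). Here *copB* had 160.0 FPKM (log2 fold change 2.66), and *copA* was no longer called without pH 5.5 replicate 2 (limma, adjusted p = 0.0541). The genes *cysE* (1.53), *cblB* (1.36) and *cbs* (0.89) were higher at pH 5.5 by less than at pH 5.0. Between pH 5.0 and pH 5.5 the largest rises were those of *pnuC1* (2.84), *cbs* (2.63), *cblB* (2.41), *lp_0783* (1.89) and *cysE* (1.75). The largest falls at pH 5.5 were those of *mapB* (-1.84), *dapA2* (-1.80), *araT2* (-1.57), *msmX* (-1.25) and the ribonucleotide reductase activator gene *nrdG* (-1.12).

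Most listed genes of fatty acid synthesis and of teichoic acid alanylation, and all listed genes of the F1F0 ATPase, were lower at pH 5.5. All 8 genes of the F1F0 ATPase, which moves protons out of the cell at the cost of ATP, were lower (median -0.34; camera, adjusted p = 5.57e-05; adjusted p = 0.179 with an estimated correlation). Of 12 fatty acid genes 11 were lower and 1 was neither (median -0.62; camera, adjusted p = 4.43e-07; adjusted p = 0.179 with an estimated correlation). The study chose these 12 at pH 5.0 against the same pH 6.2 libraries, so they are not independent evidence. Of 6 genes that add alanine to teichoic acid 5 were lower and 1 was neither, and all 6 were lower when adjusted over the list alone (median -0.72; camera, adjusted p = 0.000566; adjusted p = 0.293 with an estimated correlation). Among them *dltD* fell from 1215 ± 23.2 to 693 ± 8.27 FPKM (SD, n = 2; log2 fold change -0.81, standard error 0.02, adjusted p = 2.03e-08 from limma). These directions held with median-ratio scaling. Extracellular transglycosylases were mostly higher, with 6 higher, 1 lower and 3 neither (camera, adjusted p = 0.00505; adjusted p = 0.293 with an estimated correlation). Heat shock genes were mostly lower, with 1 higher, 14 lower and 5 neither (camera, adjusted p = 0.0236; adjusted p = 0.205 with an estimated correlation), with a median of -0.14. With median-ratio scaling 4 were higher, 10 lower and 6 neither, the median was -0.08 and the call ended (camera, adjusted p = 0.0831, within a range of 0.0104 to 0.0831 over 12 alternatives at the preset correlation, as for the ranges below).

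At pH 5.0 against pH 6.2 the pump genes went the other way on the scale of the deposited FPKM, but not with median-ratio scaling. All 8 F1F0 ATPase genes were higher, *atpE* from 1367 ± 23.1 to 1668 ± 71.3 FPKM (SD, n = 2; log2 fold change 0.29, standard error 0.03, adjusted p = 5.93e-05 from limma), while with median-ratio scaling 2 were higher and 0 lower and their median turned from 0.13 to -0.02. Camera gave no call (adjusted p = 0.0648; adjusted p = 0.37 with an estimated correlation). Of the 6 teichoic acid genes 5 were lower and *dltC2* (0.22) was higher, with 5 lower and 0 higher under that scaling (median -0.26, with that scaling -0.41; camera, adjusted p = 0.00249; adjusted p = 0.335 with an estimated correlation). The 14 genes of malolactic, citrate and decarboxylase routes split into 6 higher, 3 lower and 5 neither, and with that scaling into 2 higher and 5 lower, with a median of 0.09 that turned to -0.05 (camera down, adjusted p = 0.53; adjusted p = 0.681 with an estimated correlation). In this list the fumarase gene *fum* fell by 0.61 on the log2 scale and the malate transport gene *mleP1* rose by 0.61. Of 21 plantaricin genes, which make bacteriocins, 10 were listed at 0 in all 6 libraries, and of the other 11 only *plnD* was called, with 0.27 (standard error 0.07, adjusted p = 0.00975 from limma). *plnG* was called lower with median-ratio scaling (-0.43, adjusted p = 0.0372) and with voom on recovered reads (-0.38, 0.0205). *plnD* was not called with median-ratio scaling, when adjusted over the list alone, without pH 6.2 replicate 2 (0.0709) or without pH 5.0 library B (0.0621), and camera gave no call for the list (median -0.02, with median-ratio scaling -0.16; adjusted p = 0.168; adjusted p = 0.658 with an estimated correlation). Of 147 prophage genes 101 were listed at 0 in all 6 libraries and 42 were tested. Of the tested ones 4 were higher, 7 lower and 31 neither (4 and 6 adjusted over the list alone). Among them *lp_2473* fell from 21.9 ± 0.573 to 13.7 ± 0.87 FPKM (log2 fold change -0.65, standard error 0.08, adjusted p = 0.000134 from limma). For this list the median was -0.11 (camera, adjusted p = 0.0036; adjusted p = 0.335 with an estimated correlation), and with median-ratio scaling 2 were higher and 13 lower with a median of -0.24, while the call ended (adjusted p = 0.0583, within a range of 0.00128 to 0.0583 over 11 alternatives).

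The remaining lists at pH 5.5 against pH 6.2 follow. Those of Table 1 and KEGG were chosen at pH 5.0 against the same pH 6.2 libraries. A like direction at pH 5.5 is thus not independent evidence. Of the genes that Table 1 gives as increased at pH 5.0, 23 were higher, *pnuC1* (-1.07) was lower and *treA* (0.25) was neither, and 24 were higher when adjusted over the list alone (camera, adjusted p = 3.12e-18; adjusted p = 0.179 with an estimated correlation). Of the decreased ones 9 were lower, *guaC* and *purA* were higher and 2 were neither (camera, adjusted p = 0.113; adjusted p = 0.665 with an estimated correlation). Under median-ratio scaling camera called this list (adjusted p = 0.0159, within a range of 0.0159 to 0.156 over 12 alternatives). KEGG purine metabolism had 24 higher, 17 lower and 13 neither (24 and 19 over the list alone, 25 and 12 with median-ratio scaling; camera, adjusted p = 0.00168; adjusted p = 0.179 with an estimated correlation). KEGG ABC transporters had 14 lower, 0 higher and 18 neither (camera, adjusted p = 0.058; adjusted p = 0.703 with an estimated correlation). With median-ratio scaling 11 were lower and 3 higher, and camera called the list (adjusted p = 0.0243, within a range of 0.0243 to 0.153 over 12 alternatives). It was also called without pH 6.2 replicate 2. Uptake of branched-chain amino acids had 3 of 5 genes lower and 2 neither, *livE* (-0.81), *livA* (-0.66) and *livC* (-0.49). The calls of *livA* (log2 fold change -0.51 and -0.57) and *livC* (-0.36 and -0.39) ended without pH 6.2 replicate 1 and without pH 5.5 replicate 1. That of *livC* also ended with the replicate number as a block (limma, adjusted p = 0.0525). Camera gave no call for the list (adjusted p = 0.375). Manganese uptake had 2 higher and 4 lower (0.709), and oligopeptide uptake 2 higher, 5 lower and 2 neither (0.375).

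No other list was called by camera at pH 5.5. Cysteine and methionine metabolism had 3 higher, 5 lower and 3 neither (3 and 6 over the list alone, 4 and 1 with median-ratio scaling; adjusted p = 0.435). The phosphotransferase system had 7 higher, 7 lower and 28 neither (6 and 6 over the list alone), with a median of -0.03 that turned to 0.03 with that scaling (0.375). Glycolysis had 4 higher, 4 lower and 4 neither (6 and 4 over the list alone, 6 and 3 with that scaling; 0.375). The malolactic, citrate and decarboxylase routes had 3 higher, 2 lower and 9 neither (2 and 1 over the list alone), with a median of -0.03 that turned to 0.03 with that scaling (0.418). Of the 2 cyclopropane fatty acid genes 1 was higher and 0 lower, and 2 were higher with that scaling (0.24), and 0 of 11 plantaricin genes were called by limma (0.944). Of these *plnE* was called lower with a replicate block (-0.67, adjusted p = 0.0308), *plnF* without pH 6.2 replicate 2 (-0.81, 0.0338) or pH 5.5 replicate 2 (-0.79, 0.0405) and *plnU* without pH 6.2 replicate 2 (-0.44, 0.0301). Aminoacyl-tRNA synthetases had 3 higher, 11 lower and 8 neither, with that scaling 4 higher and 8 lower (0.148), and prophage genes 6 higher, 0 lower and 36 neither (2 higher over the list alone; 0.113), with a call without pH 6.2 replicate 1 (0.0366, within a range of 0.0366 to 0.312 over 12 alternatives). Of 399 transport genes 46 were higher, 126 lower and 227 neither (44 and 125 over the list alone; 0.375), and of 166 ABC transporter genes by description 13 were higher, 56 lower and 97 neither (11 and 55 over the list alone; 0.205). With median-ratio scaling the transport genes had 69 higher and 90 lower, and those of ABC transporters 28 higher and 41 lower. Transport genes made up 10.8% of the 426 higher genes and 16.1% of the other tested genes (odds ratio 0.633, p = 0.00503, Fisher's exact test, two-sided), and 15.3% of the 821 lower genes (p = 0.907, same exact test).

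Of the 1685 genes called at pH 5.0, 622 (36.9%) had a pH 5.5 mean between those of pH 6.2 and pH 5.0. On the opposite side of pH 6.2 lay 923 (54.8%), and 140 (8.3%) lay beyond pH 5.0. The median log2 fold change of all tested genes was 0.142 at pH 5.0 and -0.066 at pH 5.5. Such an offset alone puts genes with small changes on opposite sides of pH 6.2. With median-ratio scaling 605 of 1481 called genes lay between. The shares on the opposite side, beyond pH 5.0 and of the same sign were not recomputed with it. Across genes the log2 fold changes at both pH values correlated at r = 0.171 and, by rank, at 0.0997. Unchanged groups simulated against the same 2 controls gave a mean r of 0.5 (highest 0.574 of 100 simulations) and a mean rank correlation of 0.446. The covariance was 0.0248 against 0.00536 in the simulations, and 47.4% of the genes had the same sign against 66.7%. No gene changed in the simulations, so their r and share of the same sign came from the shared controls alone. They do not show how alike 2 real responses with many changed genes would be. Called higher in both were 233 genes (205.5 for independent sets) and lower in both 165 (131.0). The sets called in opposite directions exceeded independent sets too. With a different pH 6.2 library as the only control of each acid group, r was 0.132 and 0.125 (both ways), the rank correlation 0.0266 and 0.0413, the covariance 0.0199 and 0.0189 and the share of the same sign 46.9% and 42.3%. The called genes were not counted again in this way, so part of their excess in the same direction may come from the shared controls. Genes are also not independent replicates.

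More genes were called higher than lower at pH 5.0, and the median of all tested genes rose by 0.142. A few abundant genes that take another share of the reads could give such a shift, and leaving the 20 most abundant features out of the totals lowered the median to 0.089. These features thus account for part of the shift, and more than 0.5 of it stayed, the limit set against them as its only cause. Gene length bias is argued against, since the lowest median in any of 4 groups of genes by length was 0.129. Whether the RNA content of the cells differed between pH values stays open and no biological explanation was tested, since FPKM is relative to the reads of a library.

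The paper names its *L. plantarum* strain as wikim18, while the reads were mapped to strain WCFS1, and some genes of WCFS1 were listed at 0 in every library. What a listed 0 stands for is not given in the sources used here, and the 85 rRNA and tRNA genes may have been masked by the authors, which was not tested. Apart from these 85 genes, all at 0, 448 of 3089 genes (14.5%) were listed at 0 in all 6 libraries, among them 0 ribosomal protein genes and 0 aminoacyl-tRNA synthetase genes. Of these 78.3% stood in runs of at least 5 adjacent genes at 0, against a mean of 0.632% and a highest share of 4.46% in 1000 shufflings of the positions, which is consistent with a strain variant against the reference. The longest run holds 35 genes for capsule and sugar nucleotides, from *glf1* to *lp_1212* (1073182 to 1104859), another holds *narG* and molybdenum cofactor genes (1350332 to 1377263), and a shorter run holds 10 plantaricin genes, *plnK* to *plnC* (366668 to 373777). Reads shared between near-identical copies are argued against as the main cause, since 3.72% of these genes with a description are transposase or insertion sequence genes, and so are genes present but with few transcripts, since only 11 genes had 1 to 20 reads over the 6 libraries.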
